# *Tet3* regulates cellular identity and DNA methylation in neural progenitor cells

**DOI:** 10.1007/s00018-019-03335-7

**Published:** 2019-10-23

**Authors:** Mafalda Santiago, Claudia Antunes, Marta Guedes, Michelina Iacovino, Michael Kyba, Wolf Reik, Nuno Sousa, Luísa Pinto, Miguel R. Branco, C. Joana Marques

**Keywords:** TET enzymes, 5-hydroxymethylcytosine, Imprinted genes, Neural stem cells, Pluripotency, Neurogenesis

## Abstract

TET enzymes oxidize 5-methylcytosine (5mC) into 5-hydroxymethylcytosine (5hmC), a process thought to be intermediary in an active DNA demethylation mechanism. Notably, 5hmC is highly abundant in the brain and in neuronal cells. Here, we interrogated the function of *Tet3* in neural precursor cells (NPCs), using a stable and inducible knockdown system and an in vitro neural differentiation protocol. We show that *Tet3* is upregulated during neural differentiation, whereas *Tet1* is downregulated. Surprisingly, *Tet3* knockdown led to a de-repression of pluripotency-associated genes such as *Oct4*, *Nanog* or *Tcl1*, with concomitant hypomethylation. Moreover, in *Tet3* knockdown NPCs, we observed the appearance of OCT4-positive cells forming cellular aggregates, suggesting de-differentiation of the cells. Notably, *Tet3* KD led to a genome-scale loss of DNA methylation and hypermethylation of a smaller number of CpGs that are located at neurogenesis-related genes and at imprinting control regions (ICRs) of *Peg10*, *Zrsr1* and *Mcts2* imprinted genes. Overall, our results suggest that TET3 is necessary to maintain silencing of pluripotency genes and consequently neural stem cell identity, possibly through regulation of DNA methylation levels in neural precursor cells.

**Electronic supplementary material:**

The online version of this article (10.1007/s00018-019-03335-7) contains supplementary material, which is available to authorized users.

## Introduction

DNA methylation, or 5-methylcytosine (5mC), is an epigenetic modification that consists of a methyl group added to the fifth position of cytosines, occurring more frequently in the context of CpG dinucleotides [1]. Albeit deemed as a very stable chemical modification, waves of global loss of DNA methylation occur during critical periods of development such as in the zygote and in primordial germ cells [2]. Additionally, loss of DNA methylation has been observed in post-mitotic cells, with activity-dependent demethylation occurring in mature neurons upon depolarization [3, 4]. This mechanism of active DNA demethylation remained elusive for a long time, but the finding that TET enzymes can convert 5mC into 5-hydroxymethylcytosine (5hmC), and subsequently into 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) [5–8], shed light into this mechanism. Importantly, 5hmC was shown to accumulate in the paternal pronucleus and in PGCs concomitantly with methylation loss [9–11] and to appear in an antagonistic way to 5mC in the genome of dentate granule neurons [12]. Three members—TET1, TET2 and TET3—compose the family of TET enzymes, which are Fe^2+^ and 2-oxoglutarate-dependent dioxygenases. TET1 and TET3 contain a CXXC zinc finger domain at their amino-terminus that is known to bind CpG sequences, whereas TET2 partners with IDAX, an independent CXXC-containing protein [13, 14]. 5hmC was first described in mouse embryonic stem (ES) cells and in Purkinje neurons [7, 8] and was later shown to be most abundant in the brain, namely at the cerebellum, cortex and hippocampus brain regions [15]. Moreover, TET enzymes were shown to be expressed in these brain regions, with *Tet3* showing highest expression [15]. Additionally, in the embryonic mouse brain, 5hmC levels were shown to increase during neuronal differentiation, as the cells migrate from the ventricular zone to the cortical plate [16]. In neurons, 5hmC was associated with gene bodies of activated neuronal function-related genes and gain of 5hmC was concomitant with loss of the repressive histone mark H3K27me3 [16]. Notably, TET enzymes have also been implicated in brain processes and functions such as neurogenesis, cognition and memory [17–21].

Here, we addressed the functional role of TET3 enzyme in neural precursor cells (NPCs) using an in vitro differentiation system, where highly proliferative ES cells are differentiated into a homogeneous population of NPCs that are PAX6-positive radial glial cells [22] and a stable and inducible RNAi knockdown system [23]. We observed that knockdown (KD) of *Tet3* in NPCs resulted in upregulation of pluripotency genes and genome-wide loss of DNA methylation. Nevertheless, gain of methylation was also observed, particularly in genes involved in neural differentiation. Our data suggest that TET3 plays a role in maintaining both cellular identity and DNA methylation levels in neural precursor cells.

## Results

### Neural differentiation leads to *Tet3* upregulation

To investigate the effects of the knockdown of TET3 enzyme in NPCs, we established a stable and inducible knockdown system in mouse ES cells containing shRNAs targeting *Tet3* (Fig. S1a) [23, 24] and a neural differentiation system that results in a homogeneous population of PAX6-positive radial glial-like neural precursor cells (Fig. 1a, S1b, c) [25]. In this differentiation protocol, ES cells are maintained in a highly proliferative state and then cultured in non-adherent conditions forming cellular aggregates; addition of retinoic acid (RA) 4 days after cellular aggregates are formed results in upregulation of neural markers, such as *Pax6*, *Nestin*, *Tubb3* (B3-tubulin) and *TrkB* (*Nrtk2*) (Fig. 1b), with between 92 and 96% of the differentiated cell staining positively for PAX6 (Fig. S1b, c). This indicates homogeneous differentiation of ES cells into NPCs as described in the original protocol [22]. Positive staining of Beta 3-tubulin, which is one of the earliest markers of neuronal differentiation [26], was also observed (Fig. S1b). On the other hand, SOX2, which is a marker for neural stem cells that becomes inactivated in NPCs [27, 28], was nearly undetected (Fig. S1b). During differentiation, there was also a marked decrease in the expression of pluripotency genes such as *Oct4* and *Nanog*, as expected (Fig. 1b). Regarding epigenetic modifiers, we observed increased levels of *Tet3* and *Dnmt3a* during differentiation, whilst levels of *Tet1* decreased (Fig. 1b). Upregulation of *Tet3* during neuronal differentiation has been previously observed [29, 30] and suggests a prominent role for *Tet3* in the neuronal lineage. We also confirmed the presence of TET3 protein in NPCs by immunostaining, showing a predominantly cytoplasmic distribution (Fig. 1c); this is consistent with a putative role for TET3 in oxidizing 5mC to 5hmC in RNA molecules [31].

**Fig. 1:**
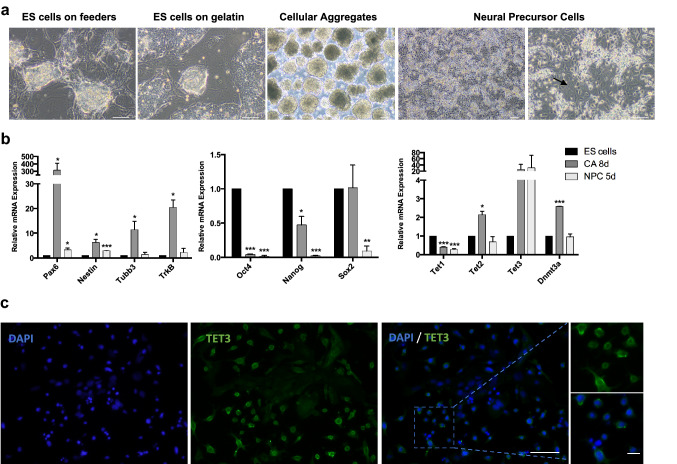
*Tet3* is upregulated during neural differentiation. **a** Neural differentiation protocol with representative images of key transition points—embryonic stem (ES) cells on feeders, ES cells on gelatin, cellular aggregates (CAs) and neural precursor cells (NPCs). Arrows show neurites forming between the cells; Scale bars—100 µm. **b** Relative expression of neural markers (*Pax6*, *Nestin*, *Tubb3* and *TrkB*), pluripotency markers (*Oct4*, *Nanog* and *Sox2*) and epigenetic regulators (*Tet1*, *Tet2*, *Tet3* and *Dnmt3a*) in several stages of the neural differentiation process—ES cells on gelatin (ES cells), CA after addition of Retinoic Acid (CA 8d), NPC after 5 days in culture (NPC 5d); *n* = 2 independent experiments; *p < 0.05; **p < 0.01; ***p < 0.001; *t* tests. **c** Immunostaining of TET3 in differentiated NPCs. Scale bars—100 µm and 25 µm

### Knockdown of *Tet3* in NPCs results in de-repression of pluripotency genes

We performed stable and inducible knockdown of *Tet3* in NPCs, using two independent shRNAs (Fig. 2a, b); *Tet3* knockdown was detected at both the mRNA and protein levels (Fig. 2b and S2a). Interestingly, we observed a significant upregulation of pluripotency genes, namely *Oct4, Nanog, Tcl1* and *Esrrb*, after *Tet3* KD (Fig. 2b), using two independent shRNAs. To further elucidate the observed upregulation of pluripotency genes, we performed immunostaining for OCT4 and observed the presence of OCT4-positive cells that appeared as cellular aggregates (Fig. 2c), representing around 14% of the total number of cells. Of note, OCT4-positive cells were not observed in NPCs treated with the Scrambled shRNA (Fig. S3); this suggests that Tet3 KD NPCs might have undergone a de-differentiation event due to downregulation of *Tet3* expression. This is in line with a recent report showing that *Tet3* can promote a rapid and efficient conversion of fibroblasts into neurons, showing that *Tet3* plays an important role in inducing and maintaining neural cell identity [32]. To better understand the nature of these ES cells like NPCs, we performed flow cytometry using Propidium iodide staining in KD NPCs and observed that *Tet3* KD NPCs still resemble control NPCs (Scrambled shRNA) more than ES cells, which show an extended S-phase comparing to NPCs (Fig. S2b). Additionally, we observed a significant increase in *Dnmt1* and decrease in *Dnmt3a* expression after *Tet3* KD (Fig. 2b), pointing to a co-regulation between TET enzymes and DNA methyltransferases.

**Fig. 2:**
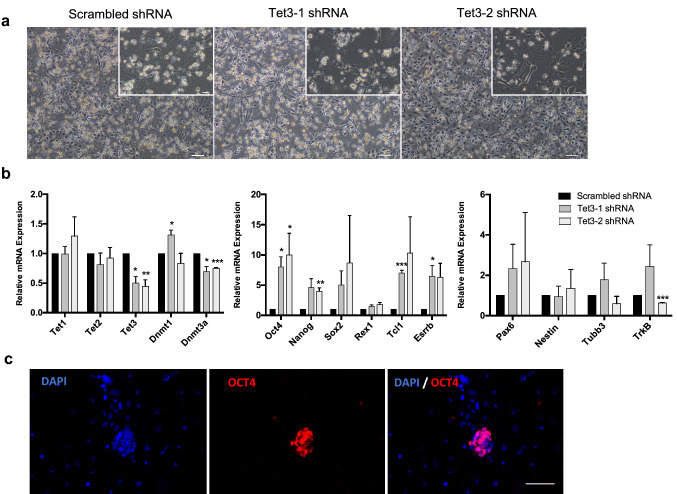
Knockdown of *Tet3* in NPCs results in de-repression of pluripotency genes. **a** Phase-contrast images of NPCs after Tet3 knockdown during 5 days in culture. Scrambled shRNA—control; Tet3-1 and Tet3-2 shRNAs—shRNAs against *Tet3*. Scale bars—100 µm and 50 µm in the insets. **b** mRNA transcript levels of epigenetic regulators (*Tet* and *Dnmt* enzymes), pluripotency genes (*Oct4*, *Nanog*, *Sox2*, *Rex1* and *Tcl1*) and neural markers [(stem cell markers—*Pax6* and *Nestin*; mature differentiation markers—B3-tubulin (*Tubb3*) and Neurotrophic tyrosine kinase, receptor, type 2 (*TrkB* or *Ntrk2*)] after *Tet3* knockdown. (*p < 0.05, **p < 0.01, ***p < 0.001; *t* test). Error bars represent SEM for three (Tet3-1 shRNA) and two (Tet3-2 shRNA) independent experiments. **c** Immunostaining of OCT4 in NPCs after *Tet3* KD, using Tet3-2 shRNA, shows OCT4-positive cells forming aggregates that resemble ES cell colonies. Scale bar—50 µm

These results suggest that functional perturbation of *Tet3* in NPCs leads to de-repression of pluripotency genes which might affect maintenance of the neural precursor cell identity.

### *Tet3* knockdown results in genome-scale loss of DNA methylation

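NPCs were differentiated from A2lox.cre mouse ES cell clones that carry a doxycycline-inducible shRNA, either the Scrambled control (shScr) or an shRNA against *Tet3* (shTet3, which the legend of Fig. 3 names as Tet3-2). Doxycycline was added at 2 µg/ml for 5 days. Each shRNA was represented by 2 replicates. The DNA of each replicate gave a bisulphite library (BS), in which 5mC and 5hmC are both read as C, and an oxidative bisulphite library (oxBS), in which only 5mC is read as C. The 8 libraries were made from 100 ng of genomic DNA digested with MspI, amplified in 18 PCR cycles and sequenced with reads of 75 bp. The authors aligned the reads with Bismark and deposited, for each CpG and library, the coverage as a count of calls and the percent of calls read as C or T. No normalization was applied to these values, and the replicates were not pooled. Positions are those of the mouse genome build mm9. The same CpGs were present in all libraries, each with a coverage of at least 5 in every library. The total number of calls ranged from 42516767 in BS replicate 1 of shTet3 to 61865967 in BS replicate 2 of shScr. The median coverage per CpG was between 43 in oxBS replicate 1 of shScr and 54 in oxBS replicate 1 of shTet3. For each comparison, CpGs with a coverage of at least 10 in the 4 libraries compared were used.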

As the above-mentioned results pointed to a critical role for *Tet3* in neural differentiation, we performed oxRRBS (oxidative Reduced Representation Bisulfite Sequencing) to analyse genome-wide changes in distribution of 5mC and 5hmC after *Tet3* knockdown. RRBS is a bisulfite-based protocol that enriches for CpG-rich parts of the genome, thereby reducing the amount of sequencing required, since it only covers 1% of the genome while capturing the majority of promoters and CpG islands [33]. To distinguish 5hmC from 5mC and since conventional sodium bisulphite treatment does not discriminate between the two modifications [34], we first added potassium perruthenate (KRuO_4_) that triggers selective chemical oxidation of 5hmC to 5-formylcytosine (5fC), before bisulphite treatment. 5fC is then further converted to uracil after bisulphite treatment and subtraction of oxidative bisulphite readout from the bisulphite—only one allows determining the amount of 5hmC at a particular nucleotide—in a single-base resolution and quantitative manner [35, 36]. As the bisulphite signal is always expected to be larger than that of oxidative bisulphite, negative values are artefacts used to estimate the false discovery rate (FDR; see Methods). 

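In control NPCs (shScr), 632977 CpGs were covered in both BS and both oxBS libraries. The calls at each CpG were compared between BS and oxBS by logistic regression with a likelihood ratio test and Benjamini-Hochberg adjustment. A CpG was called when its *q* value was below 0.01 and its BS and oxBS levels differed by more than 10 percentage points. BS exceeded oxBS at 2086 CpGs, which is 0.330% of the CpGs tested. BS lay below oxBS, which 5hmC cannot give, at 1076 CpGs. The ratio of these counts gave an FDR of 51.6% (95% Wilson interval 47.9 to 55.5). With a coverage minimum of 20, 2067 CpGs had BS above oxBS and the FDR was 44.8%. The alternative that moved the number of calls most upwards was an unadjusted p under 0.05 without a limit on the difference, with 45889 CpGs and an FDR of 74.4%. With an F test that corrects for overdispersion between replicates, 0 CpGs passed, against 208 CpGs with BS above oxBS and 140 with BS below at an unadjusted p under 0.05. With the replicate number as a block, which pairs the BS and oxBS libraries of the same DNA, 2036 CpGs had BS above oxBS and the FDR was 54.0%. As a check of this pairing, the difference between replicates in BS and in oxBS libraries had a correlation of r = 0.593 across 451598 CpGs, which are not independent replicates. The mean of BS minus oxBS was 0.373 ± 0.101 percentage points (SD, n = 2 replicates). It changed sign, to −0.746, when methylated calls were divided by all calls of a library in place of averaging over CpGs. Without the coverage minimum of 10, the level computed in this way was 26.0% in BS and 25.6% in oxBS in replicate 1. In replicate 2 it was 20.7% and 22.9%, so only replicate 2 had the negative sign there. BS minus oxBS lay between −14.2 and 15.7 percentage points at 95% of CpGs, and its values in the replicates had a correlation of r = 0.00823 across CpGs.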

Notably, we could only detect 2,191 hydroxymethylated CpGs (out of ~ 0.5 M) at a high FDR of 45% (Fig. S4a), which is in contrast with the low FDR (~ 3%) that we previously obtained in ES cells [35]. This is likely due to the fact that 5hmC levels are low in NPCs comparing to mouse ES cells and hippocampus brain region (Fig. S4b, c) [30] and mostly present in intragenic regions [16], whereas oxRRBS mainly captures promoters and CpG islands [33].

Notwithstanding, we observed an unexpected global loss of 5mC after *Tet3* KD (Fig. 3a, b). 

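Mean 5mC over the 662455 CpGs covered in the 4 oxBS libraries was 29.8% ± 3.60 (SD, n = 2) in shScr and 22.8% ± 0.148 (SD, n = 2) in shTet3, a difference of −6.94 percentage points. The replicates had 27.2% and 32.3% in shScr and 22.7% and 22.9% in shTet3, so that both shTet3 replicates lay below both shScr replicates. A two-sided exact permutation test gave p = 0.33, which is the smallest p that 2 replicates against 2 allow. The shScr replicates differed from each other by 5.09 percentage points, which is less than the difference between the shRNAs. With the replicate number as a block, the difference was −4.50 in pair 1 and −9.38 in pair 2. The mean of the pairs, −6.94, equals the difference of the group means by arithmetic when each group has 2 replicates. The deviations of same-numbered libraries from their group means had a correlation of r = −0.0361 across CpGs, a value close to 0. The alternative that moved the difference most was leaving out one replicate, with a range from −9.48 to −4.39 percentage points. 5mC was lower in shTet3 at 53.9% of CpGs. Both shTet3 replicates lay below both shScr replicates at 26.3% of CpGs and above them at 2.04%. Among the autosomes, the mean difference ranged from −7.48 percentage points on chromosome 18 to −5.89 on chromosome 11, and it was −7.36 on the X chromosome. From the bulk shift of 5mC levels in the scatter plot and in the groups of CpGs (Fig. 3a, b), the paper states that *Tet3* KD leads to a global loss of 5mC.

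**Figure D1:**
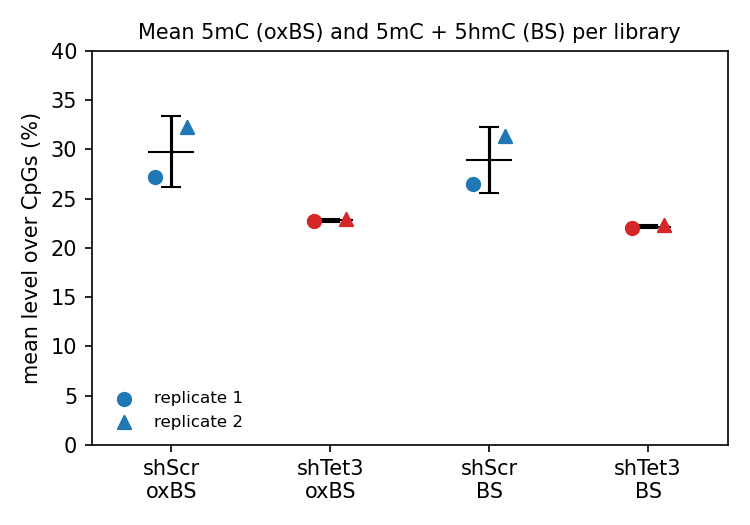
Mean level over CpGs (%, y axis) in each oxBS library (5mC) and BS library (5mC + 5hmC) of shScr and shTet3 (x axis). Circles are replicate 1, triangles replicate 2, and the bar shows the mean and SD of the 2 replicates; both shTet3 libraries lie below both shScr libraries in either kind of library, and the shScr oxBS libraries lie at 27.2% and 32.3%.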

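CpGs were grouped in steps of 10 percentage points by their mean 5mC in the shScr oxBS replicates. The group from 0 to 10% held 358288 CpGs, and its median difference between shTet3 and shScr was 0. The median difference was −4.20 percentage points in the group from 10 to 20%, −6.63 from 20 to 30%, −9.35 from 30 to 40%, −12.5 from 40 to 50% and −15.7 from 50 to 60%. It was −18.2 from 60 to 70%, −19.1 from 70 to 80%, −17.9 from 80 to 90% and −16.1 from 90 to 100%. At the 245799 CpGs with more than 40% of 5mC in shScr, mean 5mC was 67.6% and 79.0% in the shScr replicates and 55.8% and 56.3% in the shTet3 replicates. The mean difference at these CpGs was −17.3 percentage points, against a pooled SD between replicates of 5.70, and 94.7% of them were lower in shTet3. At the other 416656 CpGs, the mean difference was −0.830 percentage points. Because the grouping uses the same control values as the difference, CpGs were also grouped by one shScr replicate and compared with the other. Above 40%, the difference was then −21.6 percentage points when grouped by replicate 1 and −10.3 when grouped by replicate 2. With one shTet3 replicate left out, it was −17.0 or −17.6 percentage points.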

Loci showing loss of methylation covered the whole range of methylation levels, but particularly regions that had more than 40% of 5mC in control NPCs (Fig. 3b). We performed detection of differentially methylated positions (DMPs; *q* value < 0.01; > 10% difference), which yielded a total of 88,437 hypomethylated CpGs that were enriched at genic regions when compared to the distribution of CpGs captured by RRBS (Fig. 3c). In contrast, very few hypo-DMPs were located in promoters and CpG islands, which can be explained by the fact that these are already frequently devoid of methylation [1, 37]. 

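The calls of the 4 oxBS libraries at each CpG were compared between shTet3 and shScr by the same regression as for BS against oxBS. Of the CpGs tested, 92374 (13.9%) were hypo-DMPs. Their median difference was −25 percentage points, from a median of 253 calls over the 4 libraries, and their median 5mC in shScr was 78.0%. Both shTet3 replicates lay below both shScr replicates at 91.9% of the hypo-DMPs. With the replicate number as a block, 95807 CpGs were hypo-DMPs, and with a coverage minimum of 20, 83276. The alternative that moved the number most was the overdispersion-corrected F test, with 0 hypo-DMPs, against 12919 CpGs that fell by more than 10 percentage points with an unadjusted p under 0.05. In the BS libraries of the same DNA, 96.2% of the 87617 hypo-DMPs covered there were also lower in shTet3, against 91.2% of other CpGs matched on mean oxBS level. Protein-coding genes of the GENCODE annotation of mm9 held 58.1% of the hypo-DMPs and 68.3% of the CpGs tested (odds ratio 0.594). Intergenic regions held 41.9% of the hypo-DMPs and 31.7% of the CpGs tested (odds ratio 1.68). Among CpGs with more than 10% of 5mC in shScr, 29.0% of those in genes and 32.6% of those in intergenic regions were hypo-DMPs. Fisher's exact tests of these shares gave p-values too small to be represented, and they treat neighbouring CpGs as independent. The hypo-DMPs with the largest differences, among those at which both shTet3 replicates lay below both shScr replicates, had coverages between 10 and 53. The first is at position 62789595 of the X chromosome (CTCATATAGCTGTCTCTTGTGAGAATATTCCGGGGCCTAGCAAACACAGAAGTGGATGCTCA), outside protein-coding genes, with 5mC of 75% and 92.9% in shScr and 4.35% and 9.52% in shTet3 (*q* = 1.6e-09). The second is at position 623068 of the Y chromosome (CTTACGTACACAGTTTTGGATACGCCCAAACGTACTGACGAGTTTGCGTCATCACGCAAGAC), in the promoter of *Ddx3y*, with 96.2% and 100% in shScr and 0% and 27.8% in shTet3 (*q* = 1.7e-17). Its BS levels overlapped between the shRNAs, with 7.14% and 69.2% in shScr and 17.2% and 40.5% in shTet3. The third is at position 48924488 of chromosome 7 (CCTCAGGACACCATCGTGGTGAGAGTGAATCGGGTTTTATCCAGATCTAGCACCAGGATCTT), between protein-coding genes, with 96% and 90% in shScr and 28.6% and 10% in shTet3 (*q* = 1.1e-07). The first and the third did not reach the coverage minimum in the BS libraries, each with 1 shTet3 library at a coverage of 9. At the first, the BS levels were 41.4% and 48.1% in shScr and 33.3% and 30% in shTet3, closer together than in the oxBS libraries. At the third they overlapped, with 70.8% and 70.6% in shScr and 76.2% and 33.3% in shTet3.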

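Promoters (−1 kb to +0.5 kb from the TSSs of protein-coding transcripts) held 6.81% of the hypo-DMPs and 47.6% of the CpGs tested. CpG islands were predicted from the mm9 sequence in windows of 500 bp with a GC content of at least 55% and an observed over expected CpG ratio of at least 0.65, and the island set that the methods cite was not used here. They held 9.04% of the hypo-DMPs and 60.6% of the CpGs tested. In shScr, 88.9% of the promoter CpGs and 85.5% of the CpG island CpGs had less than 10% of 5mC. The mean difference between shTet3 and shScr was −1.15 percentage points in promoters, −1.27 in CpG islands and −15.7 outside CpG islands. Of the promoter CpGs with more than 10% of 5mC in shScr, 18.1% were hypo-DMPs, as were 14.4% of such CpGs in CpG islands and 34.2% of such CpGs outside them. With promoters from −2 kb to +1 kb, the share of hypo-DMPs in promoters was 10.6%. With islands predicted in windows of 200 bp, a criterion chosen after seeing the data, CpG islands held 35.9% of the hypo-DMPs and 73.0% of the CpGs tested.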

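Higher 5mC in shTet3 passed the DMP criteria at 539 CpGs. Their median difference was 16.8 percentage points, their median 5mC in shScr was 13.2%, and both shTet3 replicates lay above both shScr replicates at 69.6% of them. With the replicate number as a block, the number was 534. The alternative that moved it most was the overdispersion-corrected F test, with 0 hyper-DMPs, against 13 CpGs that rose by more than 10 percentage points with an unadjusted p under 0.05. The BS libraries of the same DNA covered 497 of these CpGs, of which 278 (55.9%) were also higher in shTet3, and their median BS difference was 0.943 percentage points. Among other CpGs matched on mean oxBS level, 20.2% were higher in shTet3 in the BS libraries. In these libraries, 38 of the 497 (7.65%) also passed the criteria for hyper-DMPs, against 0.0621% of all CpGs tested there. Of the hyper-DMPs, 69.0% lay in CpG islands (odds ratio 1.45; two-sided Fisher's exact test, p = 5.77e-05), 80.1% in genes (odds ratio 1.87; Fisher's exact test, p = 1.03e-09) and 31.7% in promoters (odds ratio 0.511; Fisher's exact test, p = 1.00e-13). These tests treat neighbouring CpGs as independent, compare the hyper-DMPs with all CpGs tested, and are not adjusted for the number of region types. Among the hyper-DMPs at which both shTet3 replicates lay above both shScr replicates, the largest difference was in a coding exon of *Igfals*, at position 25017284 of chromosome 17 (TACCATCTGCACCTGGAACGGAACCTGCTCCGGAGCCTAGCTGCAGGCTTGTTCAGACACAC). 5mC was 15.4% and 18.2% there in shScr and 75% and 41.7% in shTet3, from coverages between 11 and 28 (*q* = 1.2e-03). The BS levels were 41.7% and 85.7% in shScr and 42.9% and 40% in shTet3. The BS coverage of shScr replicate 2 was 7, under the minimum. The second is in an intron of *Nav1*, at position 137421067 of chromosome 1 (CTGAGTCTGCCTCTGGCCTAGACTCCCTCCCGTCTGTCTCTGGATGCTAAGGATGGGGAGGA). 5mC was 20.8% and 26.7% there in shScr and 70% and 64.7% in shTet3 (*q* = 8.8e-04), whereas the BS difference was −15.8 percentage points. The third is in a coding exon of *Zfp787*, at position 6084059 of chromosome 7 (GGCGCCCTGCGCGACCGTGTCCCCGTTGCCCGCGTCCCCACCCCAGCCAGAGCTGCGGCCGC). 5mC was 41.8% and 68.2% there in shScr and 98.1% and 83.3% in shTet3 (*q* = 3.0e-08). The BS difference was 8.66 percentage points. The other CpGs within 100 bp had a mean difference of 13.4 percentage points at *Nav1* (2 CpGs) and 14.6 at *Zfp787* (14 CpGs). At *Igfals*, the only other CpG there fell, with a difference of −24.5.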

On the other hand, we detected only 588 hypermethylated CpGs, which were mainly located at CpG islands and genic regions (Fig. 3c).

**Fig. 3:**
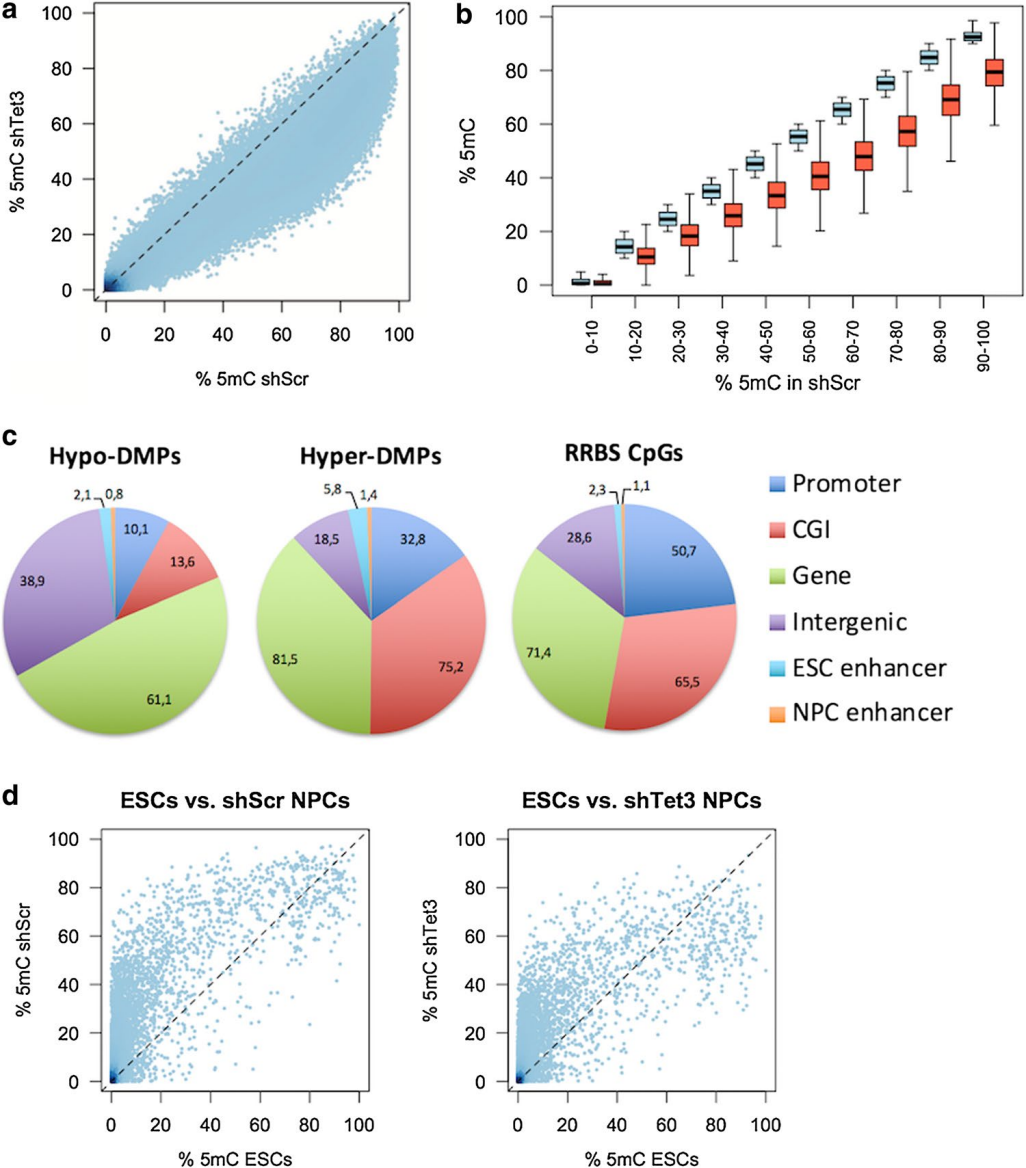
*Tet3* knockdown results in genome-scale loss of DNA methylation. **a** Scatter plot of 5mC levels at individual CpGs, showing a bulk shift in methylation after *Tet3* KD, using Tet3-2 shRNA. **b** To better visualize differences in 5mC levels, CpGs were grouped based on their  % 5mC in control NPCs. The plot displays the distributions of 5mC levels for control (blue) and *Tet3* KD (red) within each group. Loss of methylation is observed across the whole range of methylation levels. **c** Genomic features associated with differentially methylated positions (DMPs) after *Tet3* KD, showing that hypo-DMPs are enriched at genic regions and depleted at promoters and CpG islands. **d** Comparison of our oxRRBS datasets with a published dataset for ES cells [35], displaying average 5mC levels per CpG island

To investigate whether the hypomethylation pattern seen in *Tet3* knockdown NPCs resembles ES cells, we compared our NPC dataset to a previously published oxRRBS dataset on ES cells [35]. We first noted that many CpG islands in control NPCs displayed higher 5mC levels when compared to ES cells, whilst a group of CpG islands was highly methylated (> 70%) in both cell types (Fig. 3d). Upon *Tet3* KD, 5mC levels did become closer to those seen in ES cells, but only for lowly methylated CpG islands. 

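Of the 13350 CpG islands with at least 5 covered CpGs, 572 had more than 70% of 5mC in control NPCs. Their mean 5mC was 75.9% and 86.5% in the shScr replicates and 65.5% and 67.9% in the shTet3 replicates, a difference of −14.5 percentage points. 5mC was lower in shTet3 at 98.6% of these islands, and both shTet3 replicates lay below both shScr replicates at 74.0% of them. After *Tet3* KD, 199 of them still had more than 70% of 5mC. With islands chosen by control replicate 2 and compared with control replicate 1, a setting chosen after seeing the data, the difference was −6.93 percentage points, and the other way round −17.7. The 2454 CpG islands with 10 to 70% of 5mC in control had a mean difference of −6.88 percentage points, and the 10324 with less than 10% had −0.260.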

Importantly, *Tet3* KD led to demethylation of highly methylated CpG islands, which does not match the ES cell profile (Fig. 3d). Were an ES cell subpopulation to be responsible for 5mC loss in *Tet3* KD NPC population, this would have led to maintenance of 5mC levels at highly methylated CpG islands. This prediction was confirmed by simulating 5mC patterns for cell mixtures of ES cells and NPCs, where increasing the proportion of ES cells only decreases the methylation at low-methylation CpG islands, whereas high-methylation CpG islands remain largely unchanged (Fig. S4e). These results suggest that the DNA hypomethylation observed in *Tet3* knockdown NPCs might reflect an epigenetic reprogramming event specific to the depletion of *Tet3* in NPCs.

### *Tet3* knockdown alters DNA methylation at developmentally relevant gene promoters

To expand on these observations, we performed gene ontology analysis of genes associated with promoters harbouring groups of hypomethylated CpGs. For this purpose, differentially methylated regions (DMRs) were defined has regions showing at least 3DMPs with differences in the same direction. Promoters were defined − 1 kb to + 0.5 kb from mRNA TSSs. Promoters associated with hypomethylated DMRs (Supplemental file “Hyper_Hypo_promoters.xlsx”) were enriched for terms, such as development, differentiation and neurogenesis (Fig. 4a), suggesting that the observed hypomethylation is a regulated process coupled to the differentiation process between ES cells and NPCs. 

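Of the 12618 genes with at least 3 covered CpGs in their promoters, 797 had 3 or more hypo-DMPs there. With promoters from −2 kb to +1 kb, the number was 1318. The paper's supplemental file lists 1048 such genes. Of the listed genes, 911 had covered promoter CpGs under the annotation used here, 366 had the same number of hypo-DMPs, and 327 also had the same mean 5mC in the 4 oxBS libraries. At least 1 hypo-DMP was found in the promoters of 2617 genes. In the BS libraries, 91.7% of the 6003 promoter hypo-DMPs covered there were also lower in shTet3, against 87.6% of other CpGs matched on mean oxBS level.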

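For each gene, the promoters of all its protein-coding transcripts were pooled, and 5mC was averaged over its hypo-DMPs in each oxBS library. *Slit1* (ENSMUSG00000025020; chromosome 19, 41674747 to 41818155) had 2 hypo-DMPs among 47 covered promoter CpGs, with 33.0% ± 3.93 (SD, n = 2) in shScr and 16.9% ± 0.659 (SD, n = 2) in shTet3. The shScr replicates of *Slit1* differed in opposite directions, with 42.4% and 26.4% at position 41817629 and 17.9% and 45.1% at position 41817907. At position 41817907, shTet3 replicate 2 lay above shScr replicate 1, at 23.7%. At these 2 CpGs, the BS libraries showed a difference of only −0.346 percentage points, against −16.0 in the oxBS libraries. Over all promoter CpGs covered in the BS libraries, the difference was −7.83. *Bdnf* (ENSMUSG00000048482; chromosome 2, 109514857 to 109567204) had 5 hypo-DMPs among 55 covered CpGs, with 43.3% ± 9.19 (SD, n = 2) in shScr and 22.8% ± 1.16 (SD, n = 2) in shTet3. *Nr2e1* (ENSMUSG00000019803; chromosome 10, 42281769 to 42303438) had 6 hypo-DMPs among 34 covered CpGs, and the hypo-DMP at position 42304400 lay in an intron of *Ostm1*. The largest number of hypo-DMPs in a single promoter was 3 in *Bdnf*, 5 in *Nr2e1* and 7 in *Runx1*. The shScr replicates of *Nr2e1* were far apart, at 58.1% and 31.3%, and the lower of them was close to the shTet3 replicates, at 26.8% and 31.2%. *Fgfr1* (ENSMUSG00000031565; chromosome 8, 26624126 to 26686186) had 0 hypo-DMPs among 60 covered promoter CpGs. The values that the paper's supplemental file gives for *Fgfr1* are those of 3 hypo-DMPs in an intron, at positions 26673179 to 26673242, with 80.7% ± 7.61 (SD, n = 2) in shScr and 55.6% ± 5.61 (SD, n = 2) in shTet3. *Runx1* (ENSMUSG00000022952; chromosome 16, 92601712 to 92826311) had 10 hypo-DMPs among 73 covered CpGs, with 13.9% ± 0.914 (SD, n = 2) in shScr and 0.985% ± 0.0993 (SD, n = 2) in shTet3. The shScr replicates differed in opposite directions within *Runx1*, with 0% and 28.2% at position 92696082 and 21.2% and 8.82% at position 92697761, so that the small SD of the mean hides larger differences at single CpGs. At position 92696082, the shTet3 replicates had 3.62% and 3.39% and lay between the shScr replicates. *Wnt3* (ENSMUSG00000000125; chromosome 11, 103635464 to 103679271) had 9 hypo-DMPs among 38 covered CpGs, with 44.9% and 22.9% in the shScr replicates and 13.8% and 20.5% in the shTet3 replicates. The largest *q* value of a hypo-DMP in these genes was 8.1e-03, in *Wnt3*, and their coverage was between 32 and 168 calls per library. The BS difference was −10.8 percentage points in *Bdnf*, −5.83 in *Nr2e1*, −20.6 in *Fgfr1*, −3.36 in *Runx1* and −8.18 in *Wnt3*. Over the covered CpGs of all promoters of each gene, the oxBS difference was −7.11 percentage points in *Slit1*, −3.92 in *Bdnf*, −4.71 in *Nr2e1*, −3.63 in *Runx1* and −5.73 in *Wnt3*.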

Of the genes involved in neurogenesis, *Slit1*, *Bdnf*, *Nr2e1* (*Tlx*), *Fgfr1*, *Runx1* and *Wnt3* are striking examples of genes that have been described to be involved in the proliferation of neural precursor cells [38–43]. Expression analysis of *Slit1* showed a tendency for increased mRNA transcription (Fig. S5), consistent with its hypomethylated state.

**Fig. 4:**
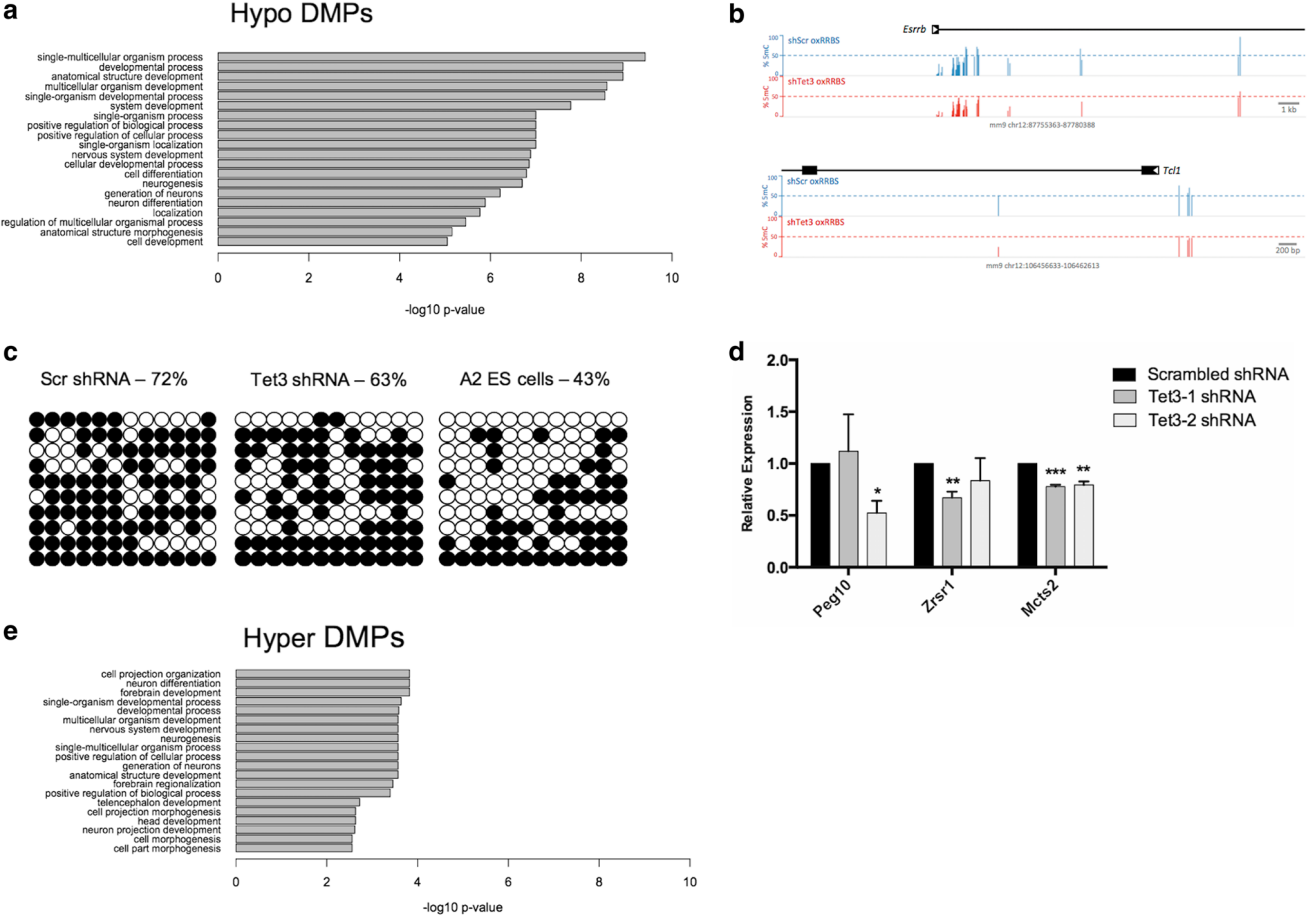
*Tet3* knockdown alters DNA methylation of developmentally relevant gene promoters. **a** Gene Ontology analysis of genes that loose methylation (Hypo DMPs) shows an association with development, differentiation and neurogenesis. **b** Genome browser snapshots of oxRRBS data at *Esrrb* and *Tcl1* pluripotency genes, showing a reduction in 5mC levels after *Tet3* KD. **c***Tcl1* bisulfite cloning analysis; black circles—methylated CpGs; white circles—unmethylated CpGs. **d** Expression analysis of imprinted genes showing hypermethylation after Tet3 KD (*p < 0.05; ***p < 0.001; *t* test); *n* = 2 independent experiments. **e** Gene Ontology analysis of genes that gain methylation (Hyper DMPs) shows an association with neural differentiation processes

Moreover, loss of methylation was also observed at *Esrrb* and *Tcl1* early-pluripotency genes (Fig. 4b), which is in line with the observed upregulation of gene expression. 

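*Esrrb* (ENSMUSG00000021255; chromosome 12, 87702067 to 87862578) had 6 hypo-DMPs between positions 87762876 and 87764180. The first of them is in a coding exon, 43 bp downstream of a TSS, and the others are in the intron that follows. Only the first lies in a promoter as defined here, and the promoters of *Esrrb* held 1 hypo-DMP among 15 covered CpGs. The mean 5mC of the 6 hypo-DMPs was 41.5% ± 3.79 (SD, n = 2) in shScr and 22.6% ± 0.362 (SD, n = 2) in shTet3, from coverages between 33 and 171. The difference of −18.9 percentage points was larger than the spread between replicates, and it was −16.9 in the BS libraries and −9.10 over all 39 covered CpGs of the region. *Tcl1* (ENSMUSG00000041359; chromosome 12, 106454967 to 106460947) had 3 covered CpGs, all upstream of its TSS. The CpG at position 106461288 (−341 bp from the TSS) was a hypo-DMP (*q* = 1.4e-05), with 73.4% ± 7.40 (SD, n = 2) in shScr and 49.5% ± 10.2 (SD, n = 2) in shTet3, from coverages between 66 and 123. Its difference was −23.9 percentage points, and −30.6 in the BS libraries. Over the 3 CpGs, the oxBS difference was −15.1 percentage points.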

Loss of methylation at *Tcl1* was confirmed by standard bisulfite sequencing (Fig. 4c).

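At least 3 hyper-DMPs were found in the promoters of 12 genes, which include the imprinted genes *Peg10*, *Zrsr1* and *Mcts2*. Among them, *Sgce* shares the promoter CpGs of *Peg10*, and *Miip* those of *Fv1*. The others are *Acer2*, *Nr4a1*, *Apoe*, *Galnt9*, *Hsf5* and CT009512.1. *Fv1* (ENSMUSG00000070583; chromosome 4, 147243088 to 147244467) had 7 hyper-DMPs, with 2.93% ± 2.35 (SD, n = 2) in shScr and 19.3% ± 1.60 (SD, n = 2) in shTet3, and 1 hypo-DMP. *Acer2* (ENSMUSG00000038007; chromosome 4, 86520300 to 86580726) had 3 hyper-DMPs, with 42.4% ± 8.67 (SD, n = 2) in shScr and 62.5% ± 3.84 (SD, n = 2) in shTet3, and also 1 hypo-DMP. *Nr4a1* (ENSMUSG00000023034; chromosome 15, 101097277 to 101105223) had 3 hyper-DMPs, with 3.75% ± 0.505 (SD, n = 2) in shScr and 15.7% ± 4.88 (SD, n = 2) in shTet3. The coverage of these CpGs was between 32 and 109 calls per library, and their largest *q* value was 9.9e-03, in *Acer2*. The same CpGs had BS differences of −1.46 percentage points in *Fv1*, 2.69 in *Acer2* and −0.789 in *Nr4a1*, against 16.4, 20.1 and 12.0 in the oxBS libraries.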

For DNA hypermethylation, we only detected six genes with three or more hypermethylated CpGs at their promoters (Supplemental file “Hyper_Hypo_promoters.xlsx”). Notably, three of these genes are imprinted genes—*Peg10*, *Zrsr1* and *Mcts2*. 

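All 13 covered CpGs in the promoter of *Peg10* (ENSMUSG00000092035; chromosome 6, 4697306 to 4710514) were hyper-DMPs, at positions 4697355 to 4697489 in a UTR exon. Their mean 5mC was 29.9% and 9.85% in the shScr replicates and 43.6% and 31.2% in the shTet3 replicates, a difference of 17.5 percentage points. Their level in the BS libraries was 47.2% and 8.94% in shScr and 27.4% and 30.9% in shTet3, a difference of 1.07 percentage points. *Zrsr1* (ENSMUSG00000044068; chromosome 11, 22873215 to 22876498) had 7 hyper-DMPs among 44 covered promoter CpGs, all in an intron of *Commd1*. Their mean 5mC was 24.0% and 8.62% in shScr and 33.9% and 30.0% in shTet3, a difference of 15.6 percentage points, against 3.66 in the BS libraries. *Mcts2* (ENSMUSG00000042814; chromosome 2, 152512884 to 152513676), inside *H13*, had 10 hyper-DMPs among 26 covered promoter CpGs. Their mean 5mC was 29.6% and 10.9% in shScr and 41.7% and 28.0% in shTet3, a difference of 14.6 percentage points, against 13.5 in the BS libraries. The replicates of *Mcts2* overlapped between the shRNAs. The coverage at these CpGs was between 40 and 353 calls per library, and the largest *q* value was 8.2e-03, in *Mcts2*. In each of the 3 genes, the shScr replicates differed from each other about as much as the shRNAs did, with SDs of 14.2 in *Peg10*, 10.8 in *Zrsr1* and 13.2 in *Mcts2* (n = 2). Over all covered promoter CpGs, the oxBS difference was 6.44 percentage points in *Zrsr1* and 8.06 in *Mcts2*.

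**Figure D2:**
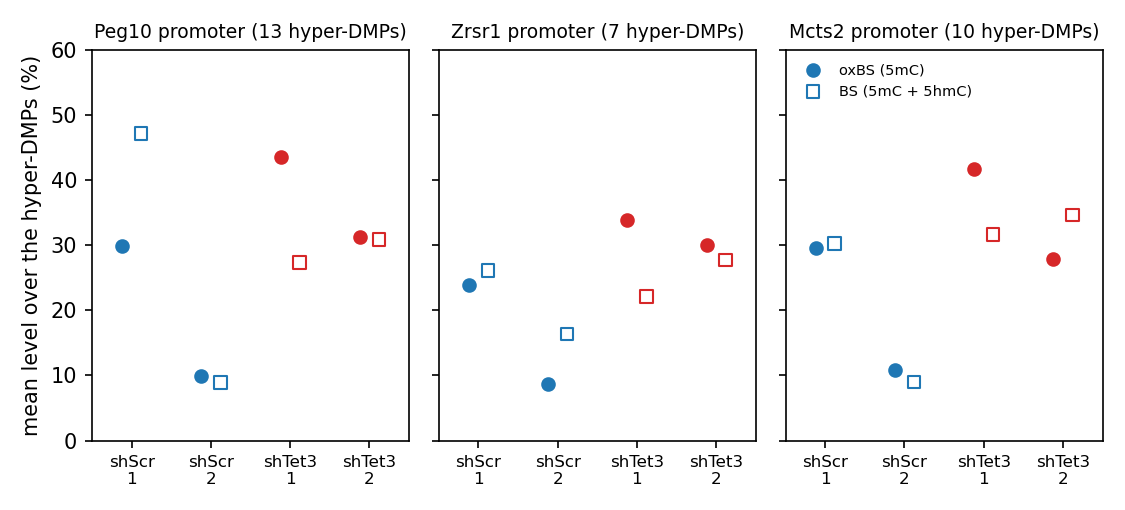
Mean level (%, y axis) over the hyper-DMPs in the promoters of *Peg10*, *Zrsr1* and *Mcts2* in each replicate of shScr (blue) and shTet3 (red). Filled circles are oxBS libraries (5mC) and open squares BS libraries (5mC + 5hmC); shScr replicate 2 is the lowest oxBS value in each gene, at 9.85% in *Peg10*.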

Interestingly, it has been shown previously that loss of function of *Tet1* also leads to hypermethylation of imprinted genes, namely *Peg10* [44]. Expression analysis of these imprinted genes showed decreased expression in *Tet3* KD NPCs (Fig. 4d). More recently, it was also shown that *Tet3* regulates NSC maintenance through repression of *Snrpn* imprinted gene [45]. In accordance with this study, expression analysis of *Snrpn* in Tet3 KD NPCs showed increased transcription in one of the shRNAs (Fig. S5). To enable gene ontology analysis of hypermethylated sites, we changed our criteria to include promoters with a minimum of one hypermethylated CpG, yielding a total of 116 genes. 

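With at least 1 hyper-DMP in a promoter, 119 of the 13293 genes with covered promoter CpGs were found. With promoters from −2 kb to +1 kb, the number was 162. The paper's supplemental file lists 115 genes, of which 110 had covered promoter CpGs under the annotation used here, 74 had the same number of hyper-DMPs, and 72 also had the same mean 5mC in the 4 oxBS libraries. Of the 159 promoter hyper-DMPs covered in the BS libraries, 57.2% were also higher in shTet3 there (95% Wilson interval 49.5 to 64.7), against 23.2% of other CpGs matched on mean oxBS level.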

Despite this low stringency, gene ontology analysis revealed significant associations with brain development, particularly with neuron differentiation and neurogenesis (Fig. 4e). 

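*Wnt3a* (ENSMUSG00000009900; chromosome 11, 59061535 to 59104254), *Dlx2* (ENSMUSG00000023391; chromosome 2, 71381466 to 71384811), *Otx2* (ENSMUSG00000021848; chromosome 14, 49277354 to 49287319) and *Rac3* (ENSMUSG00000018012; chromosome 11, 120582784 to 120585283) each had 1 hyper-DMP in their promoters. In *Wnt3a*, the CpG at position 59104150 had 0% in both shScr replicates and 12% and 6.67% in the shTet3 replicates (*q* = 8.0e-03). In *Dlx2*, the CpG at position 71385031 had 0% in both shScr replicates and 10.7% and 12.7% in the shTet3 replicates (*q* = 6.5e-04). In *Otx2*, 5mC at position 49285186 was 24.8% ± 8.42 (SD, n = 2) in shScr and 48.3% ± 9.38 (SD, n = 2) in shTet3 (*q* = 1.3e-03). In *Rac3*, 5mC at position 120582038, inside a coding exon of *Lrrc45*, was 19.5% ± 2.62 (SD, n = 2) in shScr and 33.0% ± 0.429 (SD, n = 2) in shTet3 (*q* = 5.7e-03). The coverage was between 25 and 165 calls per library. The differences at these CpGs in the BS libraries were 2.26 percentage points in *Wnt3a*, −4.06 in *Dlx2*, 5.89 in *Otx2* and −6.05 in *Rac3*. Over the covered CpGs of all promoters of each gene, the oxBS differences were −2.75 in *Wnt3a*, −0.244 in *Dlx2*, 2.23 in *Otx2* and −0.217 in *Rac3*.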

Amongst these genes, *Wnt3a*, *Dlx2*, *Otx2* and *Rac3* are examples of genes described to promote neuronal differentiation [46–49], suggesting that TET3 plays a role in neurogenesis by maintaining hypomethylation of neuronal genes.

## Discussion

Several studies have previously addressed the role of TET1 in the brain, showing that it regulates processes such as memory and cognition, as well as expression of neuronal activity-regulated genes and hippocampal neurogenesis [17–19]. However, the role of TET3 in the nervous system remains largely unexplored. Here, we investigated the role of *Tet3* in NPCs, using a stable and inducible RNAi knockdown system and an in vitro neural differentiation protocol. Surprisingly, we observed that the knockdown of *Tet3* leads to de-repression of pluripotency genes and appearance of OCT4-positive aggregates of cells, suggesting that a reprogramming event is taking place in these cells. Indeed, when we analysed 5mC changes, we observed a dramatic genome-wide loss of methylation in *Tet3* KD NPCs. Hypomethylated CpGs were localized in genes involved in development, differentiation and neurogenesis. Loss of methylation was also observed in *Tcl1* and *Esrrb* pluripotency-associated genes suggesting a connection between loss of methylation, de-repression of pluripotency genes and de-differentiation of NPCs. A recent report on genome-wide DNA methylation in NPCs has shown an extensive demethylation from E18.5 NPCs relative to E11.5 NPCs, whereas only 1.5% of the identified DMRs gained methylation, suggesting that the acquisition of multipotency in E18.5 NPCs is associated with a wide loss of DNA methylation [50]. Furthermore, in mouse ES cells, it has been shown that *Tet2* knockdown results in both loss of 5hmC and 5mC at DMRs and promoters, while only few DMRs show the expected loss of 5hmC and gain of 5mC [51]. More recently, another study from the Rao lab reported that TET deficiency in diverse cell types resulted in localized increases in DNA methylation in active euchromatic regions, concurrently with unexpected losses of DNA methylation and reactivation of repeat elements [52].

Interestingly, we observed hypermethylation at three imprinted genes after *Tet3* knockdown. It had previously been shown that *Tet1* is necessary to induce 5mC oxidation at imprinting control regions (ICRs) of *H19/IGF2*, *PEG3* and *SNRPN/SNURF* imprinted genes, in a cell-fusion-mediated pluripotency reprogramming model [53]. Another study has shown that heterozygous offspring of *Tet1*/*Tet2* double knockout (DKO) mice show increased methylation levels across 94 ICRs, including *Peg10*, *Zrsr1* and *Mcts2* [54].

A critical role for *Tet3* in neural progenitor cell maintenance and terminal differentiation of neurons has been reported before [29]. As in our study, the authors observed an upregulation of *Tet3* upon neural differentiation and that *Tet3* KO in NPCs did not change expression of neural markers, such as *Pax6* and *Nestin*. Here, we also observed that neural markers are not altered, but pluripotency markers are de-repressed in *Tet3* KD NPCs, which suggests that the cells undergo de-differentiation upon downregulation of *Tet3* expression. We also observed that *Tet3* KD NPCs undergo a genome-scale loss of methylation, which is in contrast to what would be expected considering this enzyme as a demethylating agent. Indeed, we also observed hypermethylation, but in a more restricted number of sites, which are preferentially located in neuronal-related genes. The observed loss of methylation could potentially be caused by the concomitant decrease in *Dnmt3a* expression, which is a de novo methyltransferase playing a pivotal role in the nervous system [55, 56]. In fact, a functional interplay between TET1 and DNMT3A was shown in mouse embryonic stem cells [57]. Another interesting and perhaps more plausible explanation for the observed global demethylation might resides in the fact that TET enzymes might actually function as guides for de novo DNA methylation [58, 59]. In this context, it was reported that, in zygotes, *Tet3* might have a function in targeting de novo methylation activities, whereby *Tet3*-driven hydroxylation is predominantly implicated in the protection of the newly acquired hypomethylated state from accumulating new DNA methylation [58].

Intriguingly, Hahn and collaborators reported that functional perturbation of *Tet2* and *Tet3* in the embryonic cortex led to defects in neuronal differentiation with abnormal accumulation of cell clusters along the radial axis in the intermediate and ventricular zones [16]. Clustered cells did not express neuronal marker *B3*-*Tubulin* and some of the cells showed expression of *Nestin* in their processes, suggesting a defect in the progression of differentiation. This is in line with our observation that *Tet3* KD NPCs form clusters of cells that resemble ES-colonies and are OCT4-positive. Additionally, TET3 has been implicated in regulation of synaptic transmission [60, 61] and fear-extinction memory [21], which suggests a pivotal role in the nervous system.

In conclusion, our findings suggest that TET3 acts as a regulator of neural cell identity by maintaining DNA methylation levels in neural precursor cells.

## Experimental procedures

### Embryonic stem cell culture and neural differentiation

A2lox.cre mouse embryonic stem cells [23], were expanded on feeder cells (SNL767 feeder cell line, kindly provided by the Wellcome Trust Sanger Institute, UK) in complete ES medium–DMEM (4500 mg/L glucose; Gibco) supplemented with 110 mg/L sodium pyruvate (Gibco), 2 mM l-Glutamine (Gibco), 15% fetal bovine serum (Gibco, ES-cell tested), 1 × penicillin/streptomycin (Gibco), 0.1 mM MEM non-essential amino acids (Gibco) and 10^3^ U/ml LIF (ESGRO Millipore).

Neural differentiation of embryonic stem cells was performed as previously described [25]. Briefly, A2lox.cre ES cells (passage 17) containing shRNAs for *Tet3* were cultured on feeders for three passages and on 0.2% gelatine (Sigma) for another three passages. Subsequently, 4 × 10^6^ cells were plated onto bacterial non-adherent dishes (Greiner) for formation of non-adherent cellular aggregates (CA) in CA medium (DMEM 4500 mg/L glucose supplemented with 110 mg/L sodium pyruvate, 2 mM l-Glutamine, 10% fetal bovine serum, 1× penicillin/streptomycin and 0.1 mM MEM non-essential amino acids). CA medium was changed every other day and 5 μM of retinoic acid (RA; Sigma) was added from day 4 to day 8. CAs were then dissociated with freshly prepared Trypsin 0.05% (Sigma, powder) in 0.05% EDTA/PBS and plated onto Poly-DL-Ornithine and laminin-coated plates in N2 medium [DMEM/F12/Glutamax medium supplemented with 1x Penicillin–Streptomycin, 1× N2 supplement (Gibco) and 50 µg/mL BSA (Sigma)]. After 2 days, the medium was changed to a complete medium (N2B27: Neurobasal medium (Gibco), supplemented with 1× GlutaMAX (Gibco), 1x Penicillin–Streptomycin, 1× N2 supplement, 1x N2B27 supplement (Gibco)).

### Stable and inducible knockdown system

We used a stable and inducible knockdown system previously described by Iacovino and collaborators [23]. Briefly, shRNA-mir cassettes for *Tet3* gene (sequences on supplementary Table S1) were amplified from pSM2 retroviral vectors containing the shRNAmir sequences (Open Biosystems) and cloned into the p2Lox vector using HindII and NotI restriction sites. The p2Lox derivatives were transfected into the A2lox.cre ES cells (derived from the E14 male cell line strain 129P2/OlaHsd) expressing Cre after addition of doxycycline (0.5 μg/ml) to the medium 1 day before transfection. ES cells were transfected using Lipofectamine 2000 (Invitrogen) at a concentration of 5 × 10^5^ cells/ml. One day after transfection, selection medium containing geneticin (G418, Melford—300 μg/ml active concentration) was added to the cells during 10 days. After selection, ES cell clones containing the shRNAmir were expanded in ES complete medium and neural differentiation was performed as described above. For shRNA expression, doxycycline (2 μg/ml) was added to the medium during 5 days. An ES clone containing eGFP was used to control for positive induction after doxycycline addition. After these 5 days, the cells were trypsinized and the pellet was stored at − 80 °C until DNA/RNA/Protein extraction.

### Quantitative reverse transcription PCR

RNA was extracted using the AllPrep DNA/RNA mini kit (Qiagen) and cDNA was synthesized from 200 ng of RNA using the qScript cDNA Supermix (Quanta Biosciences). cDNA was diluted 1:10 and used as template for quantitative real-time PCR reactions using the 5x HOT FIREPol EvaGreen qPCR supermix (Solis Biodyne) and primers designed to specifically amplify each gene of interest (Supplementary Table S2). Cycling reactions were performed in duplicate and cycle threshold (Ct) fluorescence data recorded on Applied Biosystems 7500 Fast Real-time PCR System. The relative abundance of each gene of interest was calculated on the basis of the Delta Delta Ct method [62], where results were normalized to two housekeeping genes (*Atp5b* and *Hsp90ab1*). Statistical analysis was performed by multiple t tests using GraphPad Prism version 6.0 for Mac (GraphPad Software, La Jolla, CA, USA).

### Immunofluorescence microscopy and image analysis

Antibody staining of DNA methylation and hydroxymethylation was performed as previously described [24], with few modifications. Briefly, neural precursor cells were plated on glass coverslips and fixed with 2% paraformaldehyde for 30 min at room temperature (RT). Cells were permeabilised with phosphate-buffered saline (PBS) 0.5% Triton X-100 and treated with 2 N HCl for 30 min at RT. The coverslips were washed in PBS 0.05% Tween-20 (PBST) and blocked overnight in PBST with 1% bovine serum albumin (BSA) (BS). Cells were incubated with both primary antibodies rabbit anti-5hmC (1:500, Active Motif, 39792) and mouse anti-5mC (1:250, Eurogentec, BS-Mecy-0100) for 1 h at RT. For antibody staining of pluripotency and neuronal markers, cells were incubated with blocking buffer (BS) for 1 h at RT before incubation with primary antibodies overnight at 4 °C. Primary antibodies were rabbit anti-PAX6 (1:250, Millipore, AB2237), mouse anti-NESTIN (1:200, Millipore MAB353), rabbit anti-OCT4 (1:750, Abcam, ab18976), rabbit anti-SOX2 (1:1000, Abcam, ab97959), mouse anti-beta III tubulin (1:100, Millipore, MAB1637) and rabbit anti-TET3 (1:100, Abcam, 139805). After washing with BS for 1 h at RT, primary antibody staining was revealed with appropriate Alexa-Fluor-conjugated secondary antibodies (1:500, Molecular Probes). For both procedures, the nuclei were counterstained with DAPI. After washing with PBST, cells were mounted with Immu-mount (Thermo Scientific). Images were acquired on an Olympus BX61 or Olympus FV1000 (Japan) confocal microscope and analysed using ImageJ software^®^.

### Western blot for detection of TET3

Protein was extracted using the AllPrep DNA/RNA mini kit (Qiagen) and resuspended in 5% SDS. The protein concentration of the supernatants was determined using BCA kit (Pierce). Total lysates of 14 μg of protein were denatured in NuPage LDS sample buffer and NuPage reducing reagent by heating for 10 min at 95 °C. Proteins were separated on NuPage 4–12% Bis–Tris gels using MOPS running buffer (Thermofisher). Wet transfer onto a nitrocelulose membrane (Amersham Biosciences) was performed using MOPS running buffer with 20% methanol. Membranes were blocked with 10% milk/1% BSA in Tris-buffered saline (TBS)/0.1%Tween (TBS-T) overnight at 4 °C. Primary antibodies mouse anti-TET3 (1:1000, Abcam, ab174862) and mouse anti-α-Tubulin (1:5000, Sigma-Aldrich, T6074) diluted in blocking buffer and incubated 2 h at RT. Membranes were washed in TBS/T and incubated with the secondary antibody coupled to horseradish peroxidase (BioRad) 1 h at RT. The bound antibodies were visualized by chemiluminescence using ImageQuant LAS4000 mini (GE Healthcare). Bands were analysed using ChemiDoc (Bio-Rad) and quantification was performed with ImageLab software (Bio-Rad). α-Tubulin was used as loading control.

### Dotblot and ELISA analysis of 5hmC

DNA was extracted using the AllPrep DNA/RNA mini kit (Qiagen). Genomic DNA (100 ng) was denatured at 99 °C for 5 min and spotted on nitrocellulose blotting membranes (Amersham Hybond-N+). The membrane was UV-crosslinked for 2 min and then blocked in 10% milk/1% BSA in PBST overnight at 4 °C. The membranes were then incubated with rabbit anti-5hmC (1:500, Active Motif, 39769) for 1 h at RT. After washes with PBST (PBS 0.1% Tween-20), membranes were incubated with 1:10,000 dilution of HRP-conjugated anti-rabbit, washed with PBST and then treated with Amersham ECL (GE Healthcare). Dot blot intensities were analysed using ChemiDoc (Bio-Rad) and quantification was performed with ImageLab software (Bio-Rad).

The global level of 5-hmC was also assessed using Quest 5-hmC DNA ELISA Kit (Zymo Research). The procedure was followed according to the manufacturer’s instructions, loading 100 ng of DNA per well.

### Cell cycle analysis using flow cytometry for propidium iodide staining

For cell cycle analysis, NPCs were dissociated with Accutase (Sigma-Aldrich) for 10 min and re-suspended in 70% ethanol and kept at − 20 °C for 24 h for fixation. After fixation, cells were washed in 1× PBS and incubated with PI staining solution—Propidium Iodide 20 μg/ml (eBioscience) in PBS/0.1% Triton-X 100 and RNase 0.25 mg/ml (Invitrogen)—for 1 h at room temperature in the dark. Cell staining was then analysed by flow cytometry in a BD LSRII flow cytometer (BD Biosciences; 20,000 events). Analysis of the cell cycle was performed with ModFit LT (Verity Software House).

### Genome-wide analysis of DNA methylation and hydroxymethylation by oxRRBS

Genomic DNA was isolated using the Qiagen AllPrep DNA/RNA Mini kit (Qiagen) following manufacturers’ instructions. Oxidative Reduced Representation Bisulfite Sequencing (oxRRBS) was used for genome-wide analysis of DNA methylation and hydroxymethylation. This method relies on oxidation of DNA prior to bisulfite treatment to convert 5-hydroxymethylcytosine (5hmC) into 5-formylcytosine (5fC) which in turn will be converted to uracil (thymine after PCR amplification) (Fig. 4). 5-methylcytosine (5mC) remains unchanged after oxidation and bisulfite treatment and unmethylated cytosines will be converted to uracil (thymine after PCR amplification). By subtracting the two libraries, it is then possible to infer 5mC and 5hmC levels at a single-base resolution and in a quantitative manner [35].

Briefly, 100 ng of DNA were digested with MspI restriction enzyme and the reaction was cleaned up with AMPure XP beads (Agencourt). A library was then prepared with the NEBNext Ultra DNA library Prep for Illumina (NEB) for End repair, A-tailing and ligation of methylated adaptors (NEBNext, E7535), according to manufacturer’s’ instructions. Oxidation of the DNA was then carried out starting by purifying DNA in a Micro Bio-Spin column (BioRad), denaturing DNA with NaOH and adding 2 μL of Potassium Perruthenate (KRuO4, Alfa Aeser) solution (15 mM in 0.05 M NaOH). The reaction was held on ice for 1 h, purified with Micro Bio-Spin column (BioRad) and subjected to bisulfite treatment using the Qiagen Epitect kit, according to the manufacturer’s instructions for FFPE samples, except that the thermal cycle was run twice over. Final library amplification (18 cycles) was performed using Pfu Turbo Cx (Agilent) and adaptor-specific primers (barcoded TruSeq primers, Illumina), after which the libraries were purified using AMPure XP beads (Agencourt). To check for oxidation success, a spike-in control was added before oxidation step and amplified and digested with TaqI restriction enzyme at the end of library amplification.

### Sequencing and data processing

Sequencing (single-end, 75 bp reads) was performed on the Illumina NextSeq platform, high-throughput mode. Quality control of sequencing reads was performed with FASTQC (Babraham Bioinformatics). Trimming of the reads to remove adaptors and low-quality bases was performed using Trim-Galore with –rrbs option (Babraham Bioinformatics). The alignment was performed using Bismark with bowtie2 and methylation extraction with the options -s –comprehensive [63]. SeqMonk (Babraham Bioinformatics) and the R-package Methylkit [64] were used for downstream analysis.

DMPs were detected using the Methylkit [64]. We overlapped DMPs with genomic features. Promoters were defined − 1 kb to + 0.5 kb from mRNA TSSs (and deduplicated if > 50% overlapped), CpG islands are from Illingworth et al. [65] and enhancers are from ChIA-PET data [66]. Gene ontology analyses were performed using the topGO R package, focusing on biological process terms.

All sequencing data are available under Gene Expression Omnibus (GEO) accession number GSE123110.

### Gene-specific methylation levels by standard bisulfite sequencing

Genomic DNA was isolated using the AllPrep DNA/RNA Minikit (Qiagen) following manufacturers’ instructions. Five hundred nanograms of DNA were subjected to bisulfite treatment using the Epitect Bisulfite Kit (Qiagen). A CpG island on intron 1 of *Tcl1* gene (chromosome position 12:106,460,347–106,460,634, NCBI37 (mm9) mouse reference genome) was amplified using primers described in supplementary table S2 and HostStar MasterMix (Qiagen) with the following cycling conditions: 95 °C for 15 min followed by 35 cycles of 95 °C for 1 min, 58 °C for 1 min and 72 °C for 1 min, with a final extension of 72 °C for 20 min. 

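The amplified region is 288 bp long and lies in an intron of *Tcl1* in the annotation of mm9. Its reference sequence holds 12 CpGs, with a GC content of 52.1% and an observed over expected CpG ratio of 0.64. The oxRRBS libraries covered 0 of these CpGs, and the nearest CpG they covered was 634 bp from the end of the region. The covered CpGs of the locus lie at positions 106461268 to 106461314, upstream of the gene.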

PCR products were then cloned using the TOPO TA Cloning kit for sequencing (Invitrogen) and NZYalpha competent cells (NZYtech). Ten clones for each sample were picked and plasmid DNA amplified using M13 primers. PCR products for each clone were sequenced using the BigDye Terminator v3.1 cycle sequencing kit (Applied Biosystems) in an ABI 3500 Genetic Analyzer (Applied Biosystems). Only clones with more than 95% non-CpG cytosines converted were considered for the analysis, using BiQ Analyzer Software [67].

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

# Supplementary material for: Tet3 regulates cellular identity and DNA methylation in neural progenitor cells
**Source:** Cell Mol Life Sci. 2019 Oct 23;77(14):2871–83. doi: 10.1007/s00018-019-03335-7
**Supplement:** Supplementary file 2 — Supplementary material 2

**a**

**c**

**b**

**Figure S1 - Stable and inducible systems for *Tet1* and *Tet3* knockdown in NPCs (related to Figure 1).**

(a) Schematic representation of the stable and inducible knockdown system using p2Lox as a vector containing the shRNAmir cassette that is transfected in A2lox.cre ES cells containing a tetracycline inducible element and pLox sites for site-specific recombination.

(b) Immunostaining for PAX6, B3-tubulin and SOX2, in NPCs after 1 day in culture in N2 medium (scale bars – 50 µm).

(c) Percentage of PAX6-positive NPCs in clones containing shRNAs and eGFP as control.

**b**

**a**

**Figure S2 - Knockdown of *Tet3* in Neural Progenitor Cells (related to Figure 2).**

(a) Western blot analysis of TET3 in KD in NPCs and quantification.

(b) Cell cycle analysis by flow cytometry, using propidium iodide (PI) staining, of NPCs after knockdown of Tet3 shows a lower S-phase in all NPCs comparing to ES cells.

Control NPCs - Scrambled shRNA (shScr); NPCs containing shRNAs against +against Tet3 (shTet3-1 and shTet3-2).

Scrambled shRNA

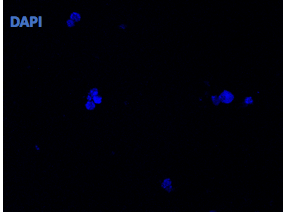

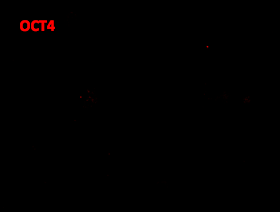

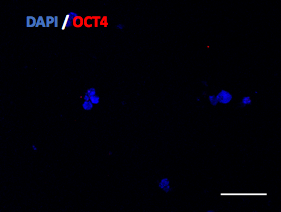

Tet3-2 shRNA

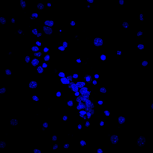

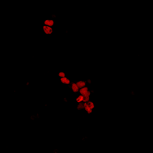

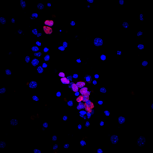

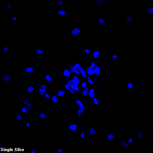

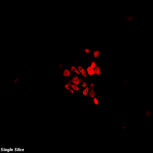

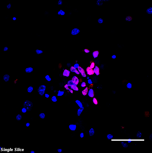

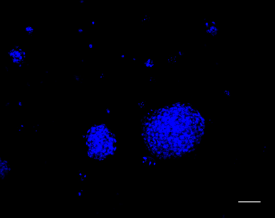

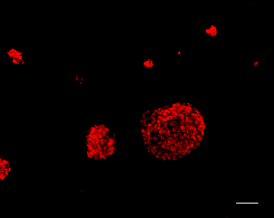

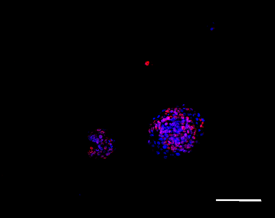

Mouse ES cells

**Figure S3 – OCT4 detection in Neural Precursor Cells (related to Figure 2)**

Immunostaining of OCT4 in NPCs showing OCT4-positive cells aggregating to form ES cell-like colonies after *Tet3* KD. shScr - Scrambled control shRNA; shTet3-2 - shRNA against Tet3; mES cells - mouse embryonic stem cells. Scale bars - 50 µm

**b**

ShTet3-2

Ctrl NPC

mES

mHipp

ShTet3-1

ShScr

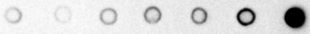

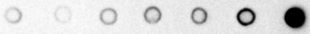

**a**

**c**

**d**

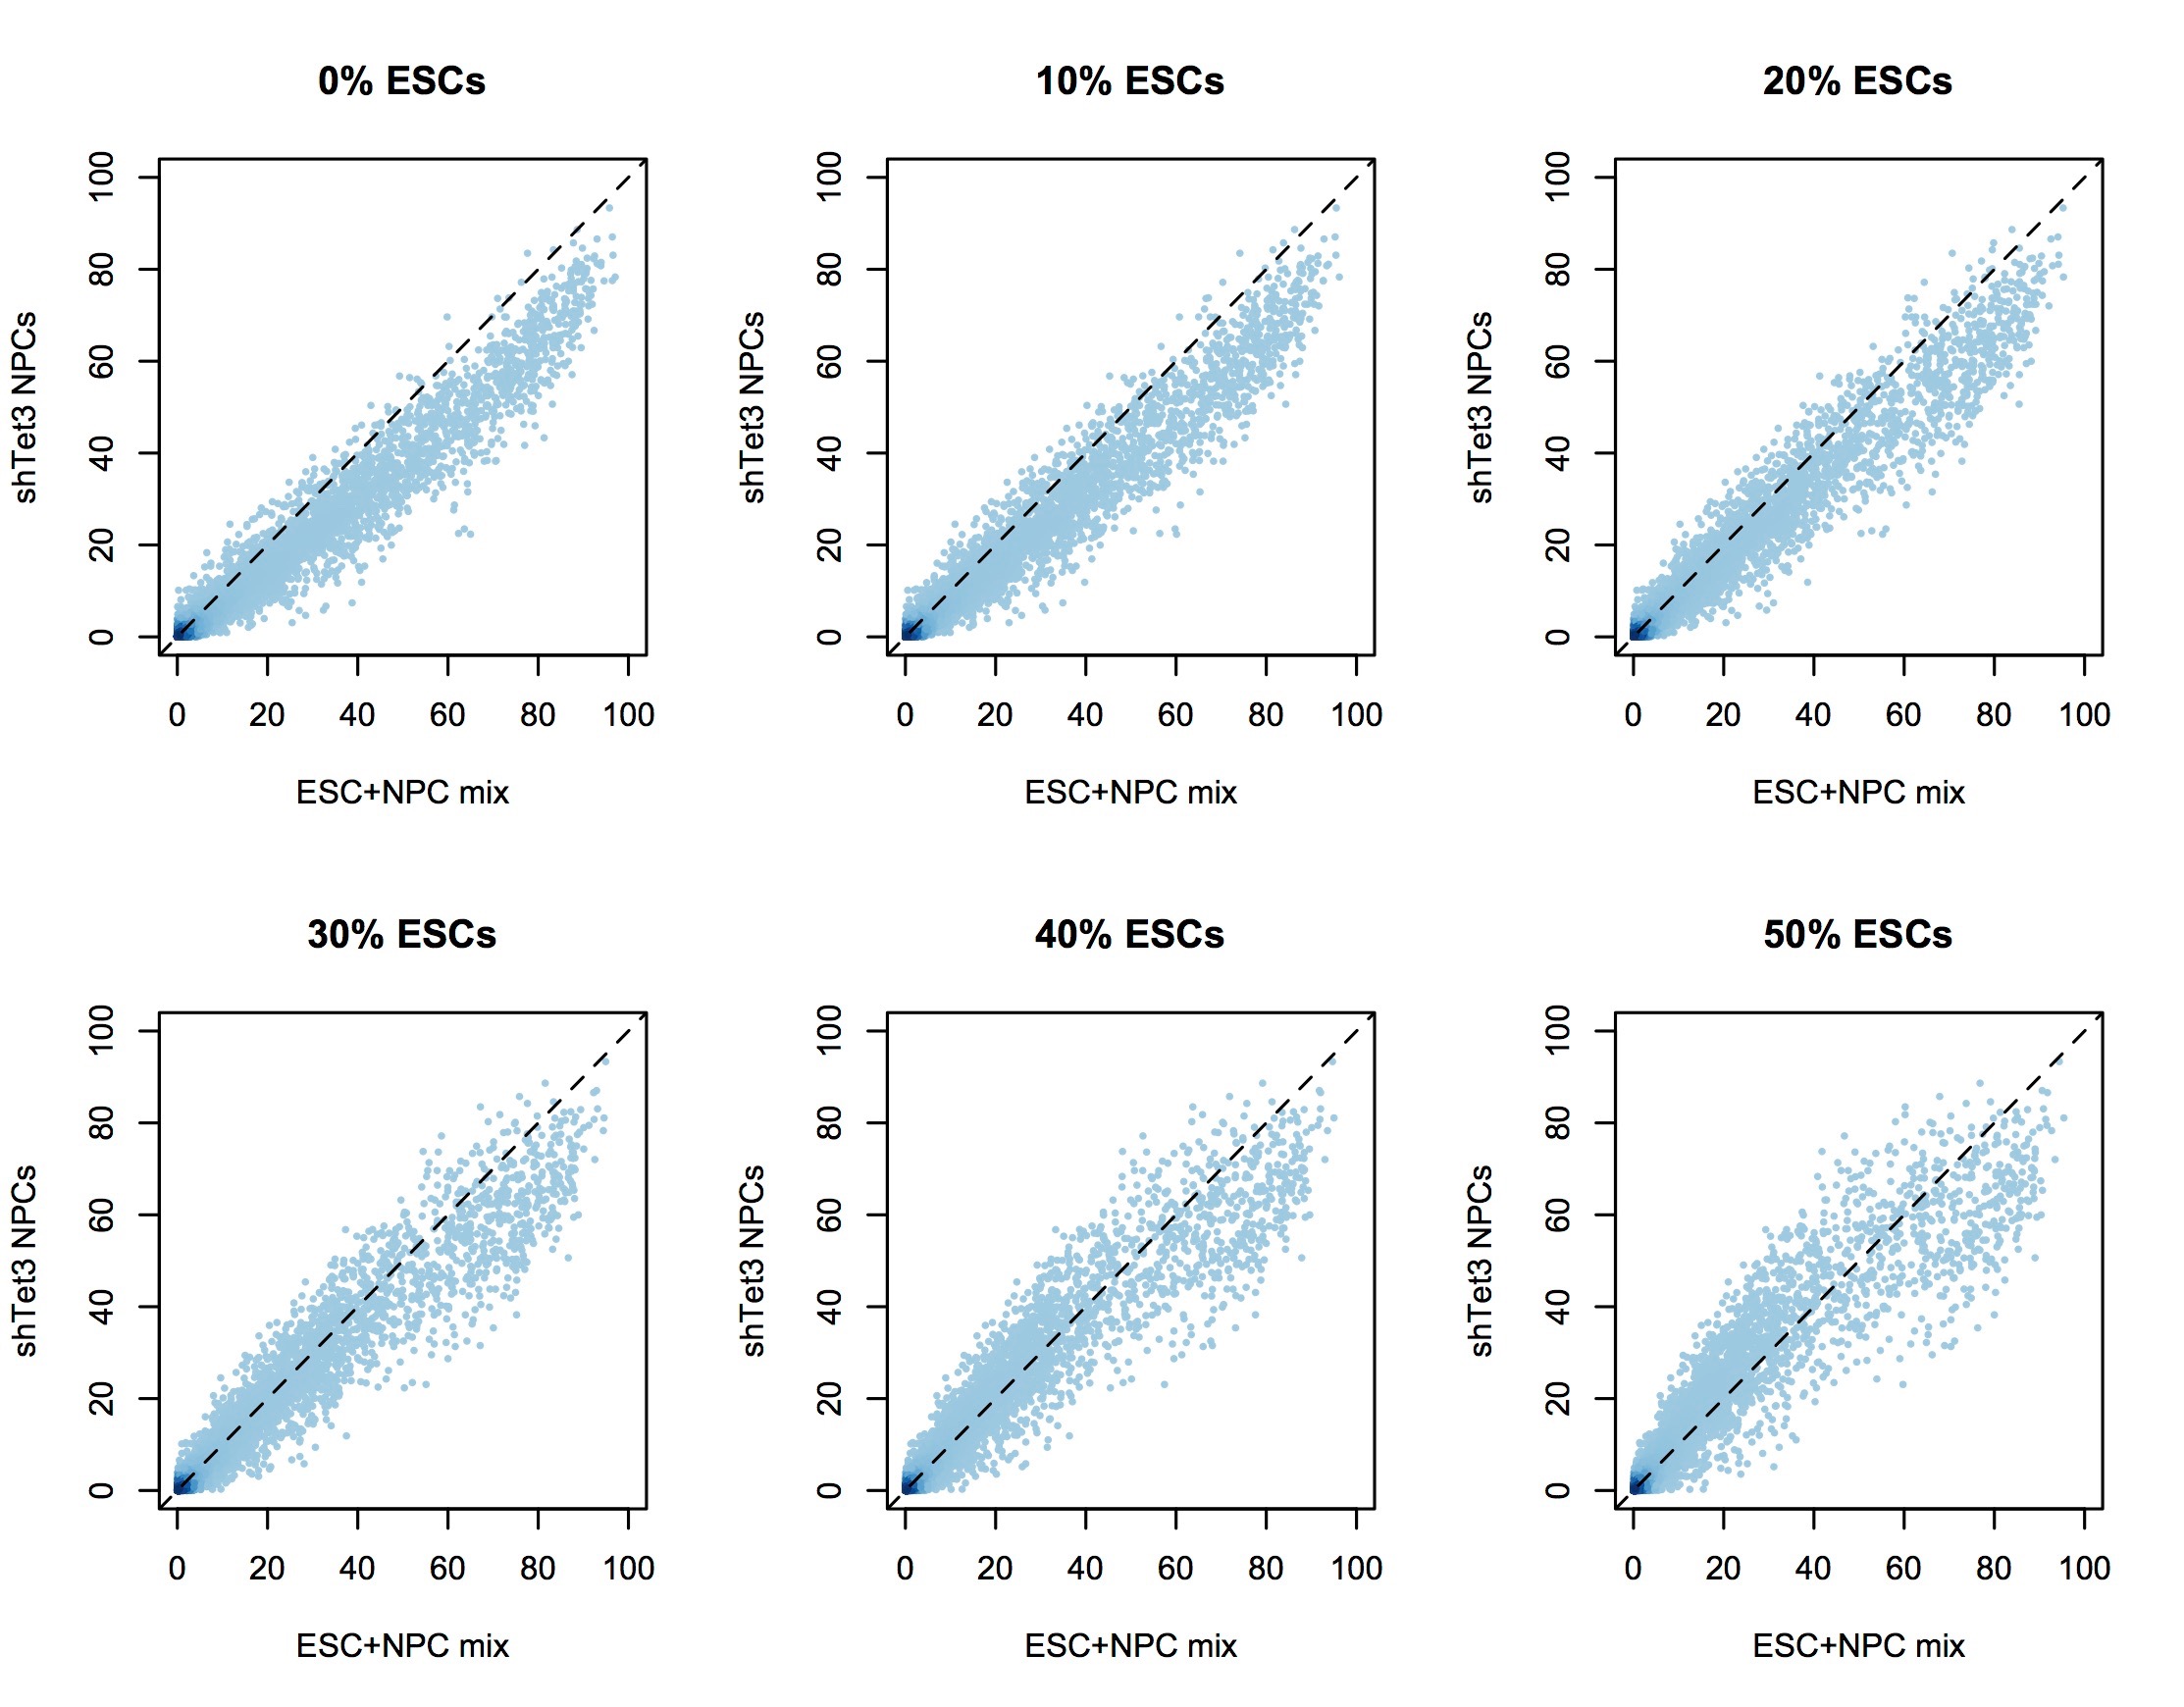

**e**

**Figure S4 - 5hmC and 5mC analysis in NPCs after *Tet3* KD (related to Figure 3).**

(a) oxRRBS data shows very little to no 5hmC signal in all the samples analysed

(b) Dot blot analysis of 5hmC in NPCs after *Tet3* KD. shScr - Scrambled control shRNA; shTet3-1 and shTet3-2 - shRNAs against *Tet3*. DNA from mouse ES cells (mES) and mouse hippocampal brain region (mHipp) were used as controls. 100 ng of DNA were loaded for all the samples.

(c) 5hmC detection by ELISA. DNA from mouse hippocampus (hipp1 and hipp2) was used as a positive control.

(d) Imunofluorescent detection of 5mC and 5hmC in NPCs shows that cells stain positively for both epigenetic marks. Scale bars – 50 µm.

(e) Comparison of oxRRBS methylation data between *Tet3* KD NPCs and different proportions of ES+NPC mixes.

**Figure S5 – Expression analysis of an hypomethylated gene (*Slit1*) and an imprinted gene (*Snrpn*).** (**p<0.01; t-test). Error bars represent SEM of three independent experiments for *Snrpn* and two independent experiments for *Slit1* (except Tet3-2 shRNA in which n=1 independent experiment).

**Supplementary Table S1. shRNAs sequences**

| **shRNA sequences** | |
| --- | --- |
| Scrambled (Scr) | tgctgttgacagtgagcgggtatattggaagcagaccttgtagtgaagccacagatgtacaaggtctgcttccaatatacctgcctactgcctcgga |
| Tet3-1 | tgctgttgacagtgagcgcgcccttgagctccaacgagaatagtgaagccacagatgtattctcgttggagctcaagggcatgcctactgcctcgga |
| Tet3-2 | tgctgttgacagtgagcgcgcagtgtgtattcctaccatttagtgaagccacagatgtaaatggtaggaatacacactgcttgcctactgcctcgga |
| Color codes: mir-30 context; sense; loop; anti-sense. | |

**Supplementary Table S2. Primer list and sequences**

How the deposited data were processed for this re-analysis (not part of the article)

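oxRRBS libraries of NPCs with the Scrambled control shRNA (shScr) or an shRNA against *Tet3* (shTet3) were re-analysed. Each shRNA had 2 replicates, and each replicate had a BS library (5mC and 5hmC read as C) and an oxBS library (5mC alone read as C), 8 libraries in all. Samples were assigned by their labels, which give the shRNA, the kind of library and the replicate number. The labels name the shRNA only by its target, and Tet3-2 is named in the legend of Fig. 3.

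According to the methods, the authors trimmed the reads with Trim Galore in its RRBS mode, aligned them with Bismark and bowtie2, and extracted methylation calls. For each CpG and library, they deposited the coverage, which is a whole-number count of calls without normalization, and the percent of those calls read as C (methylated) and as T (unmethylated). The percent multiplied by the coverage gave a whole number of methylated calls at every CpG, so the counts used here were recovered from these columns. Every file held the same CpGs, each with a coverage of at least 5 in all libraries, so that a minimum of this size had already been applied. All positions checked were the forward-strand C of a CpG in the genome build mm9 (NCBIM37). Spike-in controls of oxidation were not used here.

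The libraries held between 42516767 and 61865967 calls, with a median coverage per CpG between 43 and 54. CpGs with a coverage of at least 10 in the 4 libraries of a comparison were kept, since the paper's text names no minimum. Reads copied in 18 PCR cycles without molecular identifiers are not independent molecules, so the confidence intervals (95%, Wilson) and the tests on counts cover counting error only.

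Mean levels were unweighted means over CpGs. They were compared by a two-sided exact permutation test, and with 2 libraries against 2 no difference can give a p below 0.33. DMPs were called per CpG by a logistic regression of methylated and unmethylated counts on the shRNA, without an overdispersion term, with a likelihood ratio test, Benjamini-Hochberg adjustment, a *q* value below 0.01 and a pooled difference over 10 percentage points. The paper names methylKit for this step, and its test was computed directly from the counts. CpGs with BS above oxBS were called by the same test and thresholds within each shRNA, and the FDR is the number of CpGs called with BS below oxBS as a percent of those called with BS above oxBS. The text gives no threshold for a hydroxymethylated CpG, so the DMP thresholds were used.

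Promoters (−1 kb to +0.5 kb) and genes were those of protein-coding transcripts of the GENCODE vM1 annotation of mm9. For the number of genes with DMPs in a promoter, a gene with several promoters was counted by the one with the most DMPs. For the genes named in the text and for the comparison with the genes listed in the paper's supplemental file, the CpGs of all promoters of a gene were pooled. Exceptions among the named genes are *Fgfr1* and *Esrrb*, the latter summarised over a region with 39 covered CpGs in place of its promoters. The methods remove promoters that overlap each other, a step that was not applied here, so that genes with shared promoters are counted separately. CpG islands were predicted from the mm9 sequence in windows of 500 bp (GC content at least 55%, observed over expected CpG ratio at least 0.65), a choice made after seeing the data. The published CpG islands and the enhancers from ChIA-PET data were not used here, and gene ontology was not analysed here. The comparison with ES cells, gene expression and the cloned bisulfite sequences were also not analysed here. The genes named in the text are every gene the paper names for a methylation change, the other genes of its table of promoters with 3 or more hyper-DMPs, and the 3 hypo-DMPs and 3 hyper-DMPs with the largest pooled difference among those at which both shTet3 replicates lay beyond both shScr replicates. The hypo-DMPs of *Fgfr1* were found by matching the percentages in the paper's supplemental file.

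The pairing used for the replicate block comes from the replicate numbers in the sample labels. BS and oxBS libraries with the same number and shRNA are of the same DNA, whereas nothing in the labels says what shScr and shTet3 libraries with the same number share.

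The alternatives tried were other coverage minimums (5 and 20), removal of CpGs above the 99.9th percentile of coverage, read-weighted levels, Fisher's exact test on pooled counts, an overdispersion-corrected F test, the replicate block, Storey's *q* value (lambda 0.5), the difference of unweighted replicate means, a demand that both replicates lie beyond both controls, the BS libraries in place of the oxBS libraries, grouping by one control replicate, wider promoters (−2 kb to +1 kb), all covered CpGs of a gene's region in place of its DMPs, and leaving out each replicate. After seeing the data, all annotated genes in place of protein-coding genes, a CpG island criterion with windows of 200 bp (GC content at least 50%, observed over expected CpG ratio at least 0.6), and the grouping and leave-one-out settings for CpG islands were added.

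The tests were tested on simulated data with the coverages and levels of 20000 CpGs, of which 200 were lowered and 200 raised by 25 percentage points. With independent reads, the logistic regression found 49% of the lowered and 52.5% of the raised CpGs and called 0 unchanged CpGs, and the overdispersion-corrected F test found 0%. With replicates that differed beyond counting error (spread parameter 0.05), the logistic regression called 744 unchanged CpGs, which is 3.80% of them, and the F test called 0. The p-values of 100 CpGs were checked against those of statsmodels and scipy.

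The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9, pysam 0.24.0 and samtools 1.23.1.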

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

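The correlation between BS and oxBS differences was chosen only after the BS means had been seen, and the other tests in this part were chosen before their results, with one of them, on over-conversion, replaced by another before either was computed.

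The paper reports the loss of 5mC from the oxBS libraries and not from the BS libraries, which are a further measurement of the same DNA. In the BS libraries, the mean level over 659124 CpGs was 26.5% and 31.3% in shScr and 22.0% and 22.3% in shTet3. The difference was −6.77 percentage points, and a two-sided exact permutation test gave p = 0.33, the smallest p that 2 libraries against 2 allow. It was −4.50 in pair 1 and −9.04 in pair 2, and it ranged from −9.17 to −4.37 with 1 library left out. It was −3.88, outside that range, when methylated calls were divided by all calls of a library in place of averaging over CpGs. A biological explanation given by the design is the knockdown of *Tet3*. Several technical explanations were tested for the lower level in shTet3.

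If bisulfite conversion had been incomplete in shScr, CpGs without methylation would read higher there. At 137680 CpGs with no methylated call in any BS library, the oxBS level was 0.121% and 0.191% in shScr and 0.135% and 0.139% in shTet3, so that shScr exceeded shTet3 by only 0.0188 percentage points, far less than the mean difference. Since these CpGs were chosen for having no methylated call in the BS libraries, the test speaks only to conversion in the oxBS libraries. If 5mC itself had been converted in the shTet3 libraries at a uniform rate, the relative loss would vary between regions only by noise. Across 6019 bins of 100 kb, which are not independent replicates, the relative loss in the BS and oxBS libraries had a correlation of r = 0.631, with a median of −22.6% and a range from −33.9% to −12.4% between the 5th and 95th percentiles in oxBS. A uniform part of the loss is not excluded by this test. A difference that arose only in the oxBS libraries would not recur in the BS libraries, but the differences of single CpGs in the 2 kinds of library had a correlation of r = 0.712 across 451598 CpGs with a coverage of at least 20. Because BS and oxBS libraries share their DNA, this leaves open any difference between the DNA samples themselves.

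Passive loss over cell divisions is another biological explanation. It predicts that CpGs far from other CpGs lose more 5mC when flanked by A or T than when flanked by G or C. At the same control level, the difference was −19.8 percentage points at 2243 lone CpGs flanked by A or T and −20.2 at 22198 flanked by G or C. The former minus the latter was 0.357 percentage points, the opposite of the predicted sign, and it was 0.60 and 0.111 with each shTet3 replicate taken alone. This sequence pattern of passive loss was therefore not seen.

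Of the 3 splits of the 4 oxBS libraries into pairs, 1 gave as many DMPs in the larger direction, and that was the split by shRNA, with 92374. The split that separates as many same-numbered libraries, shScr 1 and shTet3 2 against shScr 2 and shTet3 1, gave 20036 in its larger direction. The remaining split, which keeps libraries with the same number together, gave 16965. With 3 splits, the share cannot be small enough to exclude a chance assignment of the libraries, whatever the counts. This comparison of splits therefore leaves open whether the loss is such a chance. Differences between the ES cell clones that carry each shRNA go together with the shRNA in this design and were not tested. Whether batches of culture or libraries also go together with the shRNA is not known from the files, and this was not tested either. The mix of cell types was also not tested here. In the paper, OCT4-positive cells appeared with the Tet3-2 shRNA and not with the Scrambled shRNA, so the mix did differ in its stainings. The paper argues against an ES cell subpopulation as the source of the loss. Its grounds are CpG islands highly methylated in both cell types, and simulated mixtures. The lower 5mC in shTet3 may therefore be an effect of the knockdown, but that remains a hypothesis.

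The paper's text gives one count of hydroxymethylated CpGs without naming the sample, and the legend of Fig. S4a describes very little to no 5hmC in all samples. The calls in shTet3 are therefore given separately from those in shScr. In shTet3, BS exceeded oxBS at 164 of 687393 CpGs tested and lay below oxBS at 97, an FDR of 59.1% (95% Wilson interval 46.0 to 76.0). With the replicate number as a block, which pairs BS and oxBS libraries of the same DNA, 156 CpGs were called. The mean of BS minus oxBS was 0.307 percentage points, with 0.281 and 0.334 in the replicates, against 0.444 and 0.301 in shScr, so that the shRNAs differed by less than the shScr replicates. Whether the number of calls differs between the shRNAs was not tested. Knockdown of an enzyme that makes 5hmC could remove it from shTet3, so a lack of recurrence between the shRNAs would not count against 5hmC. Of the 612975 CpGs tested in both, 2 were called with BS above oxBS in each, against 0.525 expected by chance, and 0 were called with BS below oxBS in each, against 0.157 expected. However, 2 CpGs were called with opposite signs in shScr and shTet3, against 0.575 expected, an excess of about the same size that 5hmC does not give. These counts are too small to tell recurring 5hmC from differences that do not recur, and no biological explanation could be separated from counting error and spread between libraries.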

How the results depend on the processing

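The alternatives were set before the data were examined, except for all annotated genes, the 200 bp criterion for CpG islands, and the regrouping and leave-one-out settings for CpG islands, which were chosen only after seeing the data. Of the values for whole comparisons under an alternative, 108 stayed the same and 25 did not. Most levels and FDRs were judged by the spread between replicates or the confidence interval, and counts by a factor of 1.5. Shares of DMPs in genomic regions were judged by the direction and the side of the threshold in Fisher's exact test. By this last measure, the share of hypo-DMPs in promoters stayed the same although it rose from 6.81% to 10.6% with wider promoters, and that in CpG islands although it rose from 9.04% to 35.9% with the 200 bp criterion. With other coverage limits or read weighting, the mean difference between the shRNAs was judged by its sign and the exact permutation test. Since that test cannot give a p below 0.33 here, only a change of sign could have counted as a move. The read-weighted −3.88 in the BS libraries is therefore among the 108, although it lay outside the leave-one-out range. Of the values for named genes and sites, 123 stayed within the spread between replicates and 29 moved. With 2 replicates, leaving out 1 cannot shift a group mean by more than this spread. Such values among the 123 and the 108 therefore stayed the same by arithmetic. At named genes and sites, 15 values moved and 6 stayed in the BS libraries, and 12 moved and 4 stayed over all covered CpGs. With a coverage minimum of 20, 19 stayed. The other moves were in *Wnt3a* and *Dlx2* with a shTet3 replicate left out, where the shift equalled the spread. The mean difference of same-numbered pairs is also among the 108, and it equals the difference of the group means by arithmetic. The cause was not tested for any of the values that moved.

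The mean 5mC difference kept its sign under all alternatives tried, between −9.48 and −4.39 percentage points across the 4 settings that each left out one library, and at −5.15 with read-weighted levels. The number of hypo-DMPs was between 83276 and 95839, and that of hyper-DMPs between 375 and 600, under all alternatives except the overdispersion-corrected F test. That test gave 0 hypo-DMPs and 0 hyper-DMPs, against 12919 and 13 CpGs with an unadjusted p under 0.05 and a difference over 10 percentage points. It gave 0 CpGs with BS above oxBS in shScr and 0 in shTet3, against 208 and 109 at an unadjusted p under 0.05. On simulated data with the same number of libraries it found 0% of the changed CpGs, so its counts of 0 do not show that differences are absent. With simulated replicates that differed beyond counting error, the logistic regression called 3.80% of unchanged CpGs, so the depth behind a DMP call does not exclude such calls.

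With an unadjusted p under 0.05 and no limit on the difference, CpGs with BS above oxBS numbered 45889 in shScr, with an FDR of 74.4%, and 35264 in shTet3. With a coverage minimum of 20, the FDR in shScr was 44.8%. With read-weighted levels, the mean of BS minus oxBS was −0.746 percentage points in shScr, the opposite sign, and 0.402 in shTet3. Without the coverage minimum of 10, read-weighted BS lay above oxBS in replicate 1 of both shRNAs and below it in replicate 2 of both.

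The medians by control 5mC depended on the control replicate used. Grouped by replicate 1 and compared with replicate 2, they were −6.24 percentage points from 10 to 20%, −15.1 from 20 to 30%, −21.9 from 30 to 40%, −25.1 from 40 to 50% and −25.6 from 50 to 60%. Grouped by replicate 2 and compared with replicate 1, they were −0.565 from 10 to 20%, −3.15 from 20 to 30%, −9.43 from 60 to 70%, −11.7 from 70 to 80%, −12.1 from 80 to 90% and −10.5 from 90 to 100%. The loss above 40% was then −10.3 percentage points, and that at CpG islands above 70% was −6.93. With one shTet3 replicate left out, the median from 90 to 100% was −11.8 or −19.4. These values all kept their direction.

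With promoters from −2 kb to +1 kb, 1318 genes had 3 or more hypo-DMPs in a promoter. In the BS libraries, the difference had the other sign at 5 of 21 named genes and sites, and over all covered CpGs of the region at 3 of 16.

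Combining the strands of a CpG gave no further value, since the files hold one position per CpG. The FDR could not be computed with the overdispersion-corrected F test. DMPs were not called with a library left out, since one group would then hold 1 library.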

Differences from the paper's values

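No test was made for the differences in this part, and the prediction of CpG islands, its 200 bp criterion and the use of all annotated genes were chosen only after seeing the data.

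CpG islands held 9.04% of the hypo-DMPs, against the paper's value of about 14% in Fig. 3c, read by eye. None of the alternatives set before the data were examined concerns the CpG islands. With the 200 bp criterion, which was chosen after seeing the values, the share was 35.9%, which does not close the gap either.

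At least 3 hyper-DMPs were found in the promoters of 12 genes, against 6 in the paper's supplemental file. With promoters from −2 kb to +1 kb, the only alternative set before the data were examined for this count, it was 17, so the gap was not closed. The paper's methods remove overlapping promoters, and the 12 genes include *Sgce*, which shares its promoter CpGs with *Peg10*, and *Miip*, which shares them with *Fv1*.

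The paper states that the hypo-DMPs are enriched at genic regions relative to the CpGs captured. Here, 58.1% of the hypo-DMPs and 68.3% of the CpGs tested lay in protein-coding genes, an odds ratio of 0.594. With all annotated genes, a setting chosen after seeing the data, the shares were 60.9% and 71.0%. The paper's own share of hypo-DMPs in genes, read by eye from Fig. 3c, is about 61%, near the value here. The difference is therefore with the paper's sentence and not with that share. The paper places the 3 hypo-DMPs of *Fgfr1* in its list of promoters, and here they lay in an intron, with 0 hypo-DMPs among the 60 covered promoter CpGs.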

Other observations

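The tests of the hyper-DMPs in the BS libraries and of the gain at imprinted genes against shScr replicate 1 alone were chosen only after the result was seen. The tests of grouping by BS libraries and of the spread between libraries were chosen after related results, but before their own values.

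The hyper-DMPs could be chance highs and lows picked out of the oxBS counts. In the BS libraries of the same DNA, 55.9% of 497 hyper-DMPs were higher in shTet3 (95% Wilson interval 51.5 to 60.2), against 96.2% of the hypo-DMPs that were lower. A limit of 60%, set after this share had been seen, places it with chance highs and lows, but that limit left out that most CpGs were lower in shTet3. Among other CpGs with the same mean oxBS level, to within 2 points, only 20.2% were higher in shTet3 in the BS libraries, and the hyper-DMPs exceeded these by 35.8 percentage points. For the hypo-DMPs, the share lower among matched CpGs was already 91.2%. Among the hyper-DMPs at which both shTet3 replicates lay above both shScr replicates, the share was 53.6% of 343 (48.4 to 58.9). Of the 497, 38 (7.65%) passed the criteria for hyper-DMPs again in the BS libraries, against 0.0621% of all CpGs tested there. All 3 of the 3 splits of the oxBS libraries gave at least as many DMPs in their smaller direction, with 2866 and 4649 in the splits that do not follow the shRNA against 539, but the overall loss in the split by shRNA draws calls out of its smaller direction, so this count was fixed largely by the design and says nothing about chance. An alternative explanation is 5hmC in shScr that shTet3 lacks, with which BS would exceed oxBS in shScr alone. The median of BS minus oxBS at the hyper-DMPs was 7.91 percentage points in shScr and −6.71 in shTet3. A negative value is not what 5hmC gives, but these CpGs were chosen for high oxBS values in shTet3, which lowers BS minus oxBS there by selection, so the test was set aside as undecided after its value was seen. The CpGs of the same level were not matched on their true change, and picking high oxBS differences favours CpGs with little true loss. Chance highs and lows at such CpGs could give a share like the 55.9% seen. The matched comparison therefore cannot exclude them for the hyper-DMPs as a set. The share that passed again, 7.65%, exceeds the 0.0621% of all CpGs tested, but those were not matched on level. Chance may also have enlarged the oxBS differences, since the median BS difference was only 0.943 percentage points. Since BS and oxBS libraries share their DNA, whether the hyper-DMPs follow the knockdown or a difference between the DNA samples was not tested.

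The higher 5mC of *Peg10*, *Zrsr1* and *Mcts2* in shTet3 goes together with a low value in shScr replicate 2. Over all promoter CpGs covered in both kinds of library, 5mC in shScr replicates 1 and 2 was 29.9% and 9.85% in *Peg10*, 26.5% and 7.20% in *Zrsr1*, and 28.8% and 7.93% in *Mcts2*, and the BS libraries showed the same order. At the promoters of 15 other imprinted genes, listed before the test and with promoters of all annotated transcripts, shScr replicate 2 lay below replicate 1 at 5 in the oxBS libraries (exact sign test, two-sided, p = 0.302) and at 10 in the BS libraries. Of the 7 promoters with a mean level between 20 and 70%, it lay below at 1 in the oxBS and 3 in the BS libraries. A low level of imprinted promoters in general in that replicate was therefore not seen in the oxBS libraries. The BS count was not tested. At 0 of these 15 promoters did both shTet3 replicates lie above both shScr replicates in the oxBS libraries, and at 6 they both lay below. The gain in 5mC was therefore not seen at the other imprinted promoters tested. In the BS libraries, both shTet3 replicates lay above both shScr replicates at *Inpp5f* (12.1% and 11.6% against 9.80% and 8.67%). The same held at *Ndn* (7.63% and 4.82% against 2.69% and 4.41%). Both lay below at *Grb10*, *Nap1l5*, *Meg3*, *Magel2* and *Dlk1*. Over all promoter CpGs, a gain in both shTet3 replicates relative to shScr replicate 1 alone was seen in 1 of the 3 genes in the oxBS libraries, *Peg10*, and in 0 of them in the BS libraries. At the hyper-DMPs, which were chosen for high oxBS values in shTet3, it was also seen in *Zrsr1* in the oxBS libraries (33.9% and 30.0% against 24.0%) and in *Mcts2* in the BS libraries (31.7% and 34.7% against 30.3%). Without shScr replicate 2, the oxBS differences at the hyper-DMPs stayed positive, at 7.46 percentage points in *Peg10*, 7.97 in *Zrsr1* and 5.24 in *Mcts2*. A shift specific to these 3 promoters in shScr replicate 2 could give the same differences, and with 2 replicates it cannot be separated from an effect of the knockdown.

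The loss above 40% of 5mC could come in part from grouping CpGs by a noisy control value. At CpGs above 40% in shScr replicate 2, replicate 1 changed by −13.3 percentage points and the mean of shTet3 by −23.6. In the other direction, at CpGs above 40% in replicate 1, replicate 2 was 7.93 higher and shTet3 changed by −13.6. The replicates differ in their mean level, so this test cannot separate regression to the mean from that difference. When CpGs were grouped by the shScr BS libraries, whose counts are independent of the oxBS counts, the oxBS difference was −16.8 percentage points at the 220953 CpGs above 40%, against −17.3 above 40% when the CpGs covered in both kinds of library were grouped by oxBS. At 40% or less in the BS libraries, it was −1.04. Counting noise in the oxBS libraries therefore accounts for little of the loss above 40%, and a spread between the DNA samples remains possible.

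The shScr replicates differed more than the shTet3 replicates, by 5.09 against 0.209 percentage points of mean 5mC. A difference made in the oxBS libraries alone was tested through the BS libraries. The difference between shScr replicates at single CpGs had a correlation of r = 0.593 between the 2 kinds of library, and that between shTet3 replicates r = 0.303. The difference between the shScr replicates was therefore shared by the BS and oxBS libraries, and whether it arose in culture, at DNA extraction or before the oxidation step of library preparation was not tested.

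Libraries of the same DNA also differed by more than counting error. At CpGs of intermediate level, the mean chi-square of BS against oxBS was 2.70 at coverages of 100 or more and 1.66 at coverages from 10 to 20, where counting error alone gives 1. The spread was larger in shScr than in shTet3, with 3.24 against 2.13 at coverages of 100 or more and 1.83 against 1.52 at coverages from 10 to 20, and this bears on the numbers of CpGs called with BS above oxBS, 2086 in shScr and 164 in shTet3, whose difference was not tested. This pattern of rise with coverage is consistent with few starting molecules behind many reads, and other sources of spread between libraries give the same pattern. Called CpGs may therefore rest on fewer molecules than calls.

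A chromosome gained or lost in one line would shift its coverage in all pairs of libraries. The largest mean log2 ratio of coverage, shTet3 over shScr, was −0.14 on the X chromosome, and the ratio was 0.13 on chromosome 11 and −0.13 on chromosome 8. On chromosome 8 the ratio was −0.22 and −0.20 in pair 1 and −0.05 and −0.04 in pair 2, in oxBS and BS libraries respectively. On chromosome 11 it was 0.17, 0.12, 0.13 and 0.11 in the 4 pairs. These ratios are smaller than a change of 1 chromosome copy in all cells would give, and a change in a part of the cells was not tested.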
